# Transcriptome and Metabolite Changes during Hydrogen Cyanamide-Induced Floral Bud Break in Sweet Cherry

**DOI:** 10.3389/fpls.2017.01233

**Published:** 2017-07-17

**Authors:** Irina A. Ionescu, Gregorio López-Ortega, Meike Burow, Almudena Bayo-Canha, Alexander Junge, Oliver Gericke, Birger L. Møller, Raquel Sánchez-Pérez

**Keywords:** sweet cherry, dormancy release, flowering time, hydrogen cyanamide, RNA sequencing, phytohormones, hydrogen cyanide, cyanogenic glucosides

## Abstract

Release of bud dormancy in perennial woody plants is a temperature-dependent process and thus flowering in these species is heavily affected by climate change. The lack of cold winters in temperate growing regions often results in reduced flowering and low fruit yields. This is likely to decrease the availability of fruits and nuts of the *Prunus* spp. in the near future. In order to maintain high yields, it is crucial to gain detailed knowledge on the molecular mechanisms controlling the release of bud dormancy. Here, we studied these mechanisms using sweet cherry (*Prunus avium* L.), a crop where the agrochemical hydrogen cyanamide (HC) is routinely used to compensate for the lack of cold winter temperatures and to induce flower opening. In this work, dormant flower buds were sprayed with hydrogen cyanamide followed by deep RNA sequencing, identifying three main expression patterns in response to HC. These transcript level results were validated by quantitative real time polymerase chain reaction and supported further by phytohormone profiling (ABA, SA, IAA, CK, ethylene, JA). Using these approaches, we identified the most up-regulated pathways: the cytokinin pathway, as well as the jasmonate and the hydrogen cyanide pathway. Our results strongly suggest an inductive effect of these metabolites in bud dormancy release and provide a stepping stone for the characterization of key genes in bud dormancy release.

## Introduction

Commercially important crops like grapevine (*Vitis vinifera* L.), apple (*Malus domestica* Borkh.), and sweet cherry (*Prunus avium* L.), are negatively affected by global warming, because increasingly warmer winters prevent the breaking of the buds in the following spring (Campoy et al., 2011; Luedeling, 2012; Sanchez-Perez et al., 2014). Long periods of cold are prerequisite for bud dormancy release and therefore bud break (Saure, 1985; Lang, 1987; Horvath et al., 2003; Rohde and Bhalerao, 2007). Warm winters lead to reduced and irregular bud break and therefore to low yields (Campoy et al., 2011; Luedeling, 2012). Temperature is one important factor adding to the plasticity of flowering time regulation in angiosperms (Bouché et al., 2016; Blackman, 2017). Hydrogen cyanamide is the most successful of a range of chemicals used to compensate for missing chill and to advance and synchronize bud break (Ionescu et al., 2016). For dormancy researchers, hydrogen cyanamide has proven to be a unique tool. The advantage of hydrogen cyanamide treatment is the possibility of controlled dormancy release in comparison with controls. This allows a much more precise determination of the time point of endodormancy release and therefore a more time-sensitive analysis of the affected pathways.

Hydrogen cyanamide, sold as Dormex (520 g/l hydrogen cyanamide, AlzChem, Trostberg, Germany), has been applied successfully in a number of perennial species including peach (*Prunus persica* L. Batsch) (George et al., 1992; Bregoli et al., 2006; Yamane et al., 2011), apple (Jackson and Bepete, 1995; Bound and Jones, 2004), grapevine (Shulman et al., 1983; Dokoozlian et al., 1995; Ben Mohamed et al., 2011), and sweet cherry (Godini et al., 2008). Especially in crops with high returns and short harvest seasons like sweet cherry, it is economically advantageous to be able to control the time point of bud break and consequently harvest.

Over the past years, studies in grapevine have implicated a number of factors in the response to hydrogen cyanamide. At the transcript level, hydrogen cyanamide affected the expression of floral regulator genes (*PHYTOCHROME A* and *B, FLOWERING LOCUS T*, and *CONSTANS*) (Perez et al., 2011), antioxidant metabolism related genes (Halaly et al., 2008) as well as hypoxia-responsive genes (Vergara et al., 2012b). At the protein level, hydrogen cyanamide treatment decreased catalase activity (Shulman et al., 1986; Perez and Lira, 2005). At the metabolite level, hydrogen cyanamide treatment induced hydrogen peroxide levels (Pérez et al., 2008) and increased the ratio of reduced to oxidized glutathione (Pérez et al., 2009). It further increased proline and putrescine (Ben Mohamed et al., 2011), calcium (Pang et al., 2007), and ethylene levels (Ophir et al., 2009) in the buds and decreased ABA levels (Zheng et al., 2015). As a working theory, it has been proposed that the mechanism of action of hydrogen cyanamide lies in the generation of sub-lethal oxidative stress (Or et al., 2000).

The aim of this work was to analyze the effects of hydrogen cyanamide on the molecular level as a means for studying bud dormancy release in perennial plants. Past studies only targeted hydrogen cyanamide-induced expression changes of specific genes, leaving a knowledge gap on the broad spectrum of gene expression changes and on putative effects of hydrogen cyanamide on phytohormone levels. Considering the high synteny within the *Prunus* genus (Jung et al., 2009), results obtained in sweet cherry are likely to be transferable to other fruit tree species.

In the present study, we treated dormant sweet cherry flower buds with 2% Dormex and with water as a control and sampled flower buds at different time points after treatment. RNAseq of hydrogen cyanamide-treated versus control flower buds was conducted. Ontology (GO) enrichment analysis, cluster analysis, co-expression analysis and quantitative real time polymerase chain reaction (qRT-PCR) identified the jasmonate, the cytokinin and the hydrogen cyanide pathway as the most affected. These results were confirmed on the protein level using enzyme assays and on the metabolite level using LC–MS/MS.

## Materials and Methods

### Determination of the Dormancy Status

The dormancy status was assessed to determine the time point for hydrogen cyanamide treatment. Sweet cherry trees of the cultivar ‘Burlat’ grafted on the rootstock Saint Lucie GF 64 (SL 64) (*Prunus mahaleb* L.) were grown in the experimental orchard of La Maestra (Jumilla, Spain, 38.4764° N, 1.3222° W). ‘Burlat’ was chosen because it is considered a reference cultivar for sweet cherry. Starting in November 2014, the endodormancy status of the flower buds was determined biweekly. At each time point, three branches were cut from the trees and placed in a growth chamber in controlled conditions (forcing conditions: 22–24°C, 70% relative humidity, constant light). The branches were immersed in tap water, which was changed every 5 days. Stems were cut 1 cm every week to avoid xylem clogging. Bud break was measured as the percentage of flower buds that pass developmental stage BC (Baggiolini, 1952). The time point of bud break is reached when 50% of all measured flower buds are at or beyond stage BC (**Figure 1B**).

**FIGURE 1:**
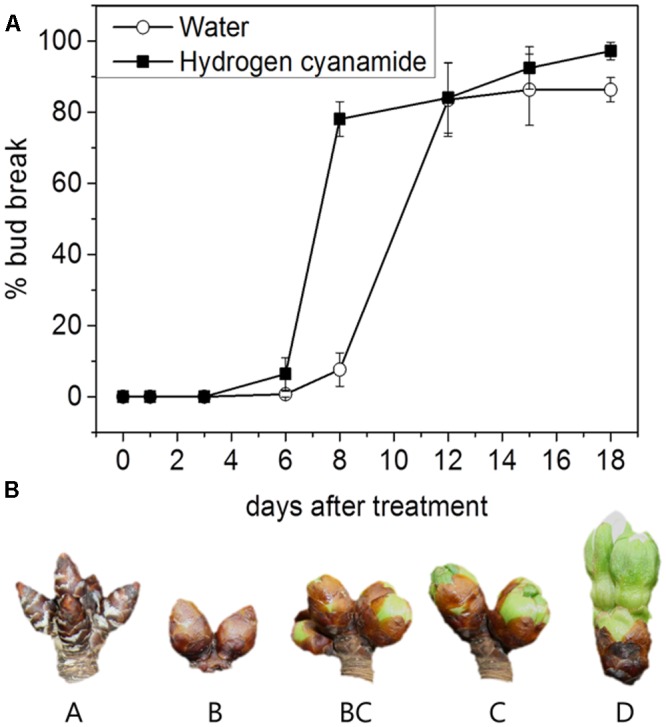
**(A)** Bud break response of hydrogen cyanamide- and water-treated cherry flower buds at 0, 1, 3, 6, 8, 12, 15, and 18 days after treatment. Bars represent ± SEM of three biological replicates, i.e., on average 480 buds were analyzed per data point. **(B)** Developmental stages A–D of the sweet cherry flower buds sampled in this study.

### Hydrogen Cyanamide Treatment and Sampling

The chill requirements (Richardson et al., 1974) of ‘Burlat’ in Jumilla are 934 chill units (CU). When 720 CU were fulfilled in January 2015 (77% of chill requirements), approximately 100 30 cm long branches, with on average 25 flower buds per branch, were cut from the trees and transported to the laboratory in wet paper. Branches from three neighboring trees were taken for each treatment group, representing three biological replicates. One treatment group was sprayed until drop-off with 2% Dormex (520 g/L hydrogen cyanamide, AlzChem, Germany) in deionized water. The other treatment group was sprayed with deionized water as a control. Controlled conditions were applied as in ‘Determination of the dormancy status.’ Percent bud break was determined at 1, 3, 6, 8, 12, 15, and 18 days after treatment (dat) in eight branches for each biological replicate in each treatment group. Hydrogen cyanamide- and control branches were sampled at 1, 3, 6, 8, 12, 15, and 18 dat, always between 9 and 12 AM. At day 0, an untreated sample was collected (6 PM). For sampling of each biological replicate, the flower buds (stages A–D according to **Figure 1B**) of one entire branch were combined. This was done to remove the bias of natural developmental heterogeneity. Samples were frozen immediately in liquid nitrogen and kept at -80°C until analysis. The different samples and the analyses performed on them are summarized in **Table 1**.

**Table 1:** Overview of the sampling time points [day after treatment (dat)] of hydrogen cyanamide (HC)-treated and control (C) flower buds as well as the different analyses performed with the samples.

Time point (dat)	0	1		3		6		8		12		15		18	
Treatment	–	HC	C	HC	C	HC	C	HC	C	HC	C	HC	C	HC	C
RNA-seq	x	x		x		x		–		–		–		–	
Differential expression	–	x		x		x		–		–		–		–	
qRT-PCR	x	x		x		x		x		–		–		–	
Phytohormone levels	x	x		x		x		x		x		x		x	
Prunasin levels	x	x		x		x		x		x		x		x	
Catalase activity	x	x		x		x		–		x		–		–	

### Protein Extraction

Samples were ground to a fine powder in liquid nitrogen. To 50 mg of frozen plant material an equal mass of PVPP was added, followed by the immediate addition of 1 mL of cold extraction buffer 1 (0.5 M TRIS-HCl, pH 7.5, 5 mM DTT, 1 mM MgCl_2_, 10% glycerol, 10 μM PMSF, 2% PVP-40). The samples were then quickly mixed on ice and centrifuged (15 min, 13,000 × *g*, 4°C). The supernatant was discarded and the pellet dissolved in cold extraction buffer 2 (extraction buffer 1 with the addition of 40 mM CHAPS), followed by a second centrifugation (15 min, 13,000 × *g*, 4°C). The supernatant was immediately used in enzyme activity assays.

### Catalase Activity Assays

Catalase activity was monitored using the floating disk method (Gagnon et al., 1959) as traditional spectrophotometric methods proved difficult due to high background. Filter paper disks (6 mm diameter, 3MM chromatographic paper, Whatman) were soaked in the protein extract. They were then dropped from the rim into a 50 mL canonical tube filled with 5 mL freshly prepared 3% hydrogen peroxide solution using tweezers. The time in seconds from drop until reappearance at the surface of the hydrogen peroxide solution was measured. A standard curve of 5, 10, 20, 40, and 80 U/ml bovine catalase (Sigma–Aldrich C1345) was used to quantify catalase activity in the crude protein extracts. Each sample and standard was assayed using two technical replicates. Samples were assayed in two biological replicates.

### RNA Extraction

Total RNA was extracted with the Spectrum Plant Power kit (Sigma–Aldrich), according to manufacturer’s instructions. Additions to the protocol were the following: PVPP (50 mg) was mixed with frozen ground plant material (50 mg) before the addition of lysis buffer and gDNA was degraded on column with RNAse-free DNAse (Qiagen). The resulting RNA was analyzed on a Bioanalyzer (2100, Agilent). All selected samples had an RNA Integrity Numbers above 9.

### RNA Sequencing

For RNAseq, three biological replicates from each of the following time points were selected: 0, 1, 3, and 6 dat of both treated and control flower buds. Total RNA was used in the Illumina TruSeq stranded mRNA library preparation kit according to manufacturer’s instructions. The samples were then sequenced on an Illumina HiSeq2000 instrument obtaining 100 bp paired-end reads, achieving on average close to 40 million reads per sample. The pipeline used for analysis of the deep RNA sequencing data is depicted in **Supplementary Image 1**.

### Transcriptome *De Novo* Assembly and Annotation

Reads of all 21 samples were trimmed (using Trimmomatic v0.33) (Bolger et al., 2014), removing reads shorter than 50 bp and with a quality score below 35. These high quality reads were used as input to perform transcriptome assembly after normalization (Trinity v2.0.6) (Grabherr et al., 2011). Normalized reads were mapped against the human genome to remove possible contaminants. Only 0.15% of the reads mapped to the human genome and were discarded from further analyses. A Trinity *de novo* assembly was conducted, removing k-mers with only one count. Transcript redundancy was removed (with CD-HIT-EST v4.6) (Li and Godzik, 2006), obtaining a raw assembly. The transcripts of this raw assembly were then searched against the ‘nr’ NCBI database (NCBI Resource Coordinators, 2016) using BlastX (Altschul et al., 1990) to screen for possible contamination by bacterial, archaeal and metazoan sequences, removing 857 transcripts. The sequences of the assembled transcripts were translated into proteins with Transdecoder (minimum length of 50 aa) (Haas et al., 2013). A BLAST search against the ‘nr’ database of NCBI was performed, associating a description to 70,910 transcripts. Using InterproScan v 5.13.52.0 (Zdobnov and Apweiler, 2001), a GO and a KEGG annotation was associated to 33,954 and 3,952 proteins, respectively. Because the sweet cherry genome is not publicly available, all gene function assignments are based on sequence similarity to *Arabidopsis thaliana* (L.) Heynh or *Prunus mume* (Sieb. et Zucc). All gene annotations mentioned in this study refer therefore to putative sweet cherry orthologs.

### Differential Expression Analysis and GO Enrichment

Two types of differential gene expression analysis were carried out. The first compared hydrogen cyanamide-treated and control samples at 1, 3, and 6 dat. The second analysis aimed to eliminate the effect of flower development on the experiment and compared hydrogen cyanamide-treated and control samples after averaging expression across time points in each group. High quality reads from each sample were mapped to the transcriptome assembly with STAR (Dobin et al., 2013). Two biological replicates were used for samples from day 1 and three replicates for samples from day 3 and day 6. More than 90% of the reads could be mapped back to the transcriptome assembly. Expression levels, in terms of FPKM and posterior counts, were calculated (eXpress v1.5.1) (Roberts and Pachter, 2013). Posterior counts were then analyzed with the package EBSeq (v 1.8.0) (Leng et al., 2014). In order to obtain an informative functional interpretation of the differential expression analysis, a GO Enrichment Analysis was carried out, using AgriGO (Du et al., 2010).

A list over the filtered DEGs from the first analysis and the associated GO enrichment analysis can be found in **Supplementary Data Sheet 1**. The corresponding results for the second differential genes expression analysis are found in **Supplementary Data Sheet 2**. The most represented KEGG pathways can be found in **Supplementary Data Sheet 3**. **Supplementary Data Sheet 4** includes the sequences of the DEGs selected for discussion in this study. **Supplementary Image 2** shows the most affected DEGs.

### Cluster Analysis

For the cluster analysis, only transcripts that were differentially expressed in two out of the three time points were selected. Further, all transcripts with a log_2_ FC below 1 were discarded, leaving 2,765 transcripts. The FC values were standardized and K-means clustering based on the Euclidean distance of the expression profiles was performed. The number of clusters was set to 3 as suggested by the algorithm clValid (Brock et al., 2008). For each cluster, the average FC at each day was calculated. A GO enrichment analysis was performed on the DEGs in each cluster. A list of the DEGs in the three clusters as well as the most enriched GO terms of each cluster can be found in **Supplementary Data Sheet 5**.

### Co-regulation Analysis

A co-regulation analysis was conducted for the four as ‘L3-cyanoalanine synthase’ annotated transcripts (TR10732| c0_g1_i1, TR10732| c0_g1_i2, TR10732| c0_g1_i3, TR10732| c0_g1_i4). The Pearson correlation coefficient (r) between the FCs of the four bait transcripts and all other transcripts across all samples was calculated. The statistical significance of the *r* values was assessed using Student’s *t*-test. FDR-adjusted *p*-values ≤ 0.05 were considered significant. A list of significantly co-expressed DEGs can be found in **Supplementary Data Sheet 6**.

### Quantitative Real Time Polymerase Chain Reaction

The expression levels of nine selected differentially expressed genes were verified using qRT-PCR. For this, three biological replicates from day 0 and from both hydrogen cyanamide- and control flower buds at 1, 3, 6, and 8 dat were selected. For each, total RNA was extracted and 500 ng were transcribed into cDNA (iScript, Biorad). Gene-specific primers for target as well as reference genes were designed using IDT’s PrimerQuest (**Tables 2, 3**). Primer efficiencies were 100 ± 10%. Gene expression was measured in reaction mixtures (total volume: 10 ul) containing a quantity of cDNA corresponding to 5 ng of total RNA and 10 uM forward and reverse primer using the TATAA SYBR GrandMaster^®^ Mix (TATAA Biocenter). The cycler (LightCycler480, Roche) program consisted of 60 s at 95°C, 40 cycles of 10 s at 95°C and 30 s at 60°C. All amplified products were subjected to melt curve analysis. No template controls as well as no RT controls were included. 18S rRNA, Transcription Elongation Factor II and Ribosomal Protein L13 were used as reference genes to normalize gene expression. It was confirmed that they were stably expressed in all samples and their quality as reference genes was assessed using the GEnorm algorithm (Vandesompele et al., 2002). Data was analyzed with the ΔΔCq method using the Software GenEx v.6. The validation of nine DEGs via qRT-PCR is shown in **Supplementary Image 3**.

**Table 2:** Primer sequences for qRT-PCR analysis of the nine target genes.

Identifier	Description	Forward primer (5′→3′)	Reverse primer (5′→3′)	Amplicon size (bp)
TR18526| c0_g1_i1	1-Aminocyclopropane-1-carboxylate oxidase homolog 1-like	AGTGTGGAGCACAGAGTT	CCGGATTGTCTTCGGAAATAAG	130
TR10732| c0_g1_i2	L-3-cyanoalanine synthase 1, mitochondrial isoform X1	GGAGCCAACATCAGGAAATATG	CTCTCATACACACCCTTCTCTC	119
TR12799| c0_g1_i1	(R)mandelonitrile lyase 1-like	GACATGGAGCTGTGGAATTG	GGTGCGTTGGAAGAGAATATG	100
TR26414| c0_g1_i2	Cyanogenic beta-glucosidase-like, partial	TTGGCTTTGCTTTGACGAATAG	GCTCCAGAACCTACACCAAATA	121
TR41089| c0_g1_i1	Ethylene-responsive transcription factor ABR1-like	CAGAGGAAACAGAGCCAAAC	CTGCAATGGCTGAGTAGATAAG	142
TR11303| c2_g1_i1	Phenylalanine ammonia lyase 1	TGCAGGTCTTACCCACTATAC	GTCCAGCAGAGGATCAATAAAC	147
TR34963| c1_g1_i3	Abscisic acid 8 -hydroxylase 4	CTTGACATGGGCACAGATTAG	CCTTCCAACCCTTTGGTATAAG	149
TR33680| c0_g2_i1	Probable glutathione *S*-transferase	CACCAATCCTTCAAACCATGTA	CTAGGCCAAGCTCCTAGTAAT	120
TR33640| c1_g4_i1	Endo-1,3;1,4-beta-D-glucanase	CAGCTGTTAAGTGTGCTGAG	AAGTCCAGGTATGGTTCAAGA	111

**Table 3:** Primer sequences of the three reference genes used for qRT-PCR analysis.

Peach EST database expression number	Description	Forward primer (5′→3′)	Reverse primer (5′→3′)	Amplicon size (bp)
TC1229	18S rRNA	GTGAGGCCATATGCAGTGAAG	TAACGTCCTCTGGCTGTGAAG	133
TC5178	Ribosomal protein L13	GAGGAGCTTGCCAATGCTAC	CTCGCACCAACATGACGTTC	161
TC3544	Transcription elongation factor II	GGGAGATGATGTCGTCTGAT	TTGTCCTCAAACTCGGATAGT	121

### Prunasin

Prunasin content in flower bud samples was analyzed as previously reported (Pičmanová et al., 2015). Frozen ground sample (100 mg) was mixed with methanol (400 μL, 85%), boiled for 5 min, cooled down on ice, and centrifuged immediately (5 min, 20,000 × *g*). Aliquots (20 μL) of the supernatant were mixed with water (70 μL) and internal standard (10 μL, 500 μM linamarin) and filtered (0.45 μm, Millipore) by centrifugation (5 min, 3,000 rpm).

LC–MS/MS was carried out using an Agilent 1100 Series LC (Agilent Technologies) coupled to a Bruker HCT-Ultra ion trap mass spectrometer (Bruker Daltonics). A Zorbax SB-C18 column (Agilent; 1.8 μm, 2.1 mm × 50 mm) maintained at 35°C was used for separation. The mobile phases were: (A) water with 0.1% (v/v) HCOOH and 50 mM NaCl; (B) acetonitrile with 0.1% (v/v) HCOOH. The gradient program was: 0–0.5 min, isocratic 2% B; 0.5–7.5 min, linear gradient 2–40% B; 7.5–8.5 min, linear gradient 40–90% B; 8.5–11.5 min isocratic 90% B; 11.6–17 min, isocratic 2% B. The flow rate was 0.2 ml/min but increased to 0.3 ml/min in the interval 11.2–13.5 min. ESI–MS2 was run in positive mode. The data was analyzed using the Bruker Daltonics program Data Analysis 4.0. Extracted ion chromatograms for specific [M + Na]^+^ adduct ions and their MS2 profiles were used to identify the compounds. Standard series of prunasin spanning a range of concentrations from 0.25 to 31.25 μM were used for absolute quantification. Prunasin content was normalized based on sample fresh weight. Samples were assayed in three technical replicates.

### Phytohormones

Phytohormones in flower bud samples were analyzed as previously described (Großkinsky et al., 2014). Frozen ground samples (200 mg) with the addition of 5 ppm D6-(±)-jasmonate as an internal standard were extracted twice with methanol (1250 μL, 80%) followed by 30 min incubation at 4°C. After centrifugation (15 min, 20,000 × *g*, 4°C), the supernatant was passed over a C18 column (Phenomex, Strata C18-E, 200 mg/3 ml) using vacuum. The eluate was evaporated to dryness and samples dissolved in 20% methanol and filtered (0.22 μm, Millipore) by centrifugation (5 min, 3,000 rpm). Phytohormones were analyzed in biological triplicates by UHPLC/TQ-MS on an AdvanceTM-UHPLC/EVOQTMElite-TQ-MS instrument (Bruker) equipped with a C-18 reversed phase column (Kinetex 1.7 u XB-C18, 10 cm × 2.1 mm, 1.7 μm particle size, Phenomenex) by using a 0.05% formic acid in water (v/v), pH 4.0 (solvent A) – methanol (solvent B) gradient at a flow rate of 0.4 ml/min at 40°C. The gradient applied was as follows: 10–50% B (15 min), 50% (2 min), 50–100% B (0.1 min), 100% B (2.9 min), 100–10% B (0.1 min), and 10% B (5 min). Compounds were ionized by ESI with a spray voltage of +4,500 and -4,000 V in positive and negative mode, respectively. Heated probe temperature 350°C, cone temperature 300°C. Quantification was based on response factors relative to (2H6)JA. The individual hormones were monitored based on the following MRM transitions: (2H6)JA, (-) 215 > 59 [11 V]; ABA, (-) 263 > 153 [7 V]; ACC, (+) 102 > 56 [15 V]; JA, (-) 209 > 59 [11 V]; JA-Ile, (-) 322 > 130 [17 V]; SA, (-) 137 > 93 [20 V]; IAA, (+) 176 > 130 [10 V]; iP, (+) 204 > 136 [10 V]; DHZ, (+) 222 > 136 [15 V]; DHZR, (+) 354 > 222 [15 V]; tZ7G/tZ9G/tZOG, (+) 382 > 220 [17 V]; tZR (+) 352 > 220 [15 V]. tZ7G, tZ9G, and tZOG were distinguished based on retention times in comparison to those of known standards. The results of a two-way ANOVA performed on these data are shown in **Supplementary Data Sheet 6**. **Supplementary Image 4** depicts the levels of salicylic acid, abscisic acid, *trans*-zeatin-7-*N*-glucoside, *trans*-zeatin-9-*N*-glucoside, and *trans*-zeatin-*O*-glucoside.

### Accessions Numbers

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE94290. Transcriptome annotations (P.avium_descriptions.txt, P.avium_KEGG.txt, and P.avium_GO.txt) have been uploaded to figshare^1^.

## Results

### Increase in Bud Break in Response to Hydrogen Cyanamide Treatment

To achieve controlled endodormancy release, dormant sweet cherry flower buds were treated with hydrogen cyanamide and the percentage of bud break was determined up to 18 dat (**Figure 1**). Until day three after treatment, no physiological changes could be observed in either of the treatment groups. Hydrogen cyanamide-treated flower buds reached 50% bud break at 7 dat, compared to 10 dat for controls. The final bud break levels of both treatment groups were close to 100%, with 97% for the hydrogen cyanamide group and 86% for the water group. To the best of our knowledge, this is the first time that the effect of hydrogen cyanamide on sweet cherry bud break has been recorded in controlled conditions.

### The Hydrogen Cyanamide-Responsive Sweet Cherry Transcriptome

To monitor hydrogen cyanamide’s effect on the whole spectrum of gene expression, RNA sequencing analysis was conducted on hydrogen cyanamide-treated and control flower buds at three different time points: day 1, day 3, and day 6 after treatment. These time points were chosen, because the effect the transcript level is to be expected to happen before the effect on the physiological level. 

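Flower buds of 3 sweet cherry trees of the cultivar ‘Burlat’, numbered 4, 5 and 6 in the sample labels, gave the 21 libraries analysed here. Each tree gave 1 library of untreated buds at day 0 and 1 library of water-treated (control) and 1 of hydrogen cyanamide-treated buds at 1, 3, and 6 dat, so that each of the 7 groups holds 3 biological replicates. Hydrogen cyanamide is the active compound of Dormex, sprayed at 2%, and breaks bud dormancy. The authors sequenced stranded mRNA libraries, trimmed the reads with Trimmomatic 0.33, assembled them de novo with Trinity, mapped them with STAR and estimated the level (FPKM) of each transcript with eXpress 1.5.1. The table of 112043 transcripts in 48840 assembled genes was used as deposited, and transcript names are the authors’ matches to *Prunus mume* or *Arabidopsis* proteins. FPKM summed to 671152 to 760090 per library, from which the depth behind a value stays unknown. Reads shared by isoforms or close copies were divided between them by eXpress, so values of members of a gene family are uncertain. Treated and control buds were compared with limma on log2(FPKM + 0.5), over transcripts with a mean of at least 0.5 FPKM, and a transcript was called at an adjusted p of at most 0.05 and an absolute log2 FC of at least 1. The pseudocount of 0.5 lowers the fold change of transcripts near or under that level.
The paper used 2 replicates at 1 dat that its text does not name, and of the sets of libraries compared, trees 5 and 6 came closest to its log2 FC. Of 1794 transcripts compared from the part of Data Sheet 1 used here, 1548 had a published log2 FC within 0.2 of the ratio of the mean FPKM of these trees, and r across transcripts, which are not independent replicates, was 0.991. For this reason values at 1 dat are given over trees 5 and 6 first and over the 3 trees second, with those of tree 4. Which libraries entered the paper’s tests is not known, since the mean FPKM of the same sheet matched 3 libraries with tree 4 exchanged between the groups. The treated library of tree 4 correlated with the others of its group at r = 0.906 to 0.907 across transcripts on the log2 scale, and correlations within the 7 groups ran from 0.883 to 0.909.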

The final assembly (**Table 4**) was based on 814,081,752 trimmed reads harboring 112,043 transcripts which were grouped into 48,840 genes. The average and the median contig lengths were 1,499.68 and 1,163 bp, respectively. The N50 was 2,271 bp and the total number of assembled bases was 176.39 Mbp.

**Table 4:** Summary of the sweet cherry transcriptome of hydrogen cyanamide-treated and control flower buds during bud break.

Total number of trimmed reads	814,081,752
Average number of trimmed reads per sample	38,765,797.71
Total number of assembled nucleotides (Mbp)	176.39
Mean GC percentage	41.36
Average length of contigs (bp)	1,499.68
Mean length of contigs (bp)	1,163
N50	2,271
Total number of transcripts	112,043
Total number of genes	48,840
Total number of protein sequences	72,361

Two types of differential gene expression analysis were carried out. The first analysis compared gene expression in hydrogen cyanamide-treated versus control samples at 1, 3, and 6 dat. When DEGs were filtered for a log_2_ ≥ 1 and a FDR ≤ 0.05, 6,042 DEGs were found at 1 dat, 6,280 at 3 dat, and 6,376 at 6 dat. 

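A transcript annotated as a 2-alkenal reductase (TR26840|c9_g2_i1), from a family of enzymes that reduce reactive carbonyl compounds, reached 830.4 ± 48.9 FPKM (SD, n = 2) in treated and 4.12 ± 1.32 FPKM in control buds of trees 5 and 6 at 1 dat (log2 FC 7.52, SE 0.21, adjusted p = 0.00110 from limma). Over the 3 trees this was a log2 FC of 7.13 (SE 0.26, adjusted p = 1.64e-05), with 624 FPKM in the treated and 7.18 FPKM in the control library of tree 4. A glutathione S-transferase (TR33680|c0_g4_i3), which couples glutathione to reactive compounds, rose from 0.394 ± 0.0507 to 143 ± 3.60 FPKM in trees 5 and 6 (log2 FC 7.33, SE 0.16, adjusted p = 0.000745) and by a log2 FC of 6.99 over the 3 trees (tree 4, 137 against 1.25 FPKM). Gibberellin 2-beta-dioxygenase 8 (TR12555|c3_g2_i16), from a family that inactivates gibberellins, fell by 4.01 on the log2 scale in trees 5 and 6 (SE 0.53, adjusted p = 0.0328) and by 3.99 over the 3 trees, with 0.565 and 16 FPKM in tree 4. Another member, gibberellin 2-beta-dioxygenase 1 (TR11635|c0_g3_i1), went the other way and was called higher over the 3 trees at 1 dat (log2 FC 5.87). At 3 dat, an early nodulin-75 transcript (TR789|c0_g1_i1) stood at 420.4 ± 391 FPKM (SD, n = 3) in treated and 4.28 ± 1.52 FPKM in control buds (log2 FC 6.04, SE 0.65, adjusted p = 0.00849). A non-specific lipid-transfer protein (TR24771|c0_g1_i1), a small protein that binds lipids outside the cell, was down to 4.26 ± 2.27 FPKM at 6 dat against 166 ± 21.9 FPKM in the control (log2 FC -5.26, SE 0.37, adjusted p = 0.00275). At 1 dat, 1257 of 61710 transcripts passed the test in trees 5 and 6 and 2430 of 61644 over the 3 trees. At 3 dat 1904 of 63205 transcripts passed, and at 6 dat 870 of 61781. With the tree as a block, 1688, 1253, and 405 transcripts passed at 1, 3, and 6 dat. Leaving out the treated library of tree 4 or 5 at 3 dat left 477 and 702 transcripts, and the control library of tree 4 or 6 left 519 and 343. At 6 dat 392 and 295 remained without the treated library of tree 4 or 5, and 167, 213, and 433 without the control library of tree 4, 5 or 6.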

The number of up-regulated genes decreased over time, while the number of down-regulated genes increased (**Figure 2A**). 

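Hemoglobin (TR9690|c0_g1_i3), a plant globin that binds oxygen and nitric oxide, rose at 1 dat in trees 5 and 6 from 2.07 ± 0.109 to 51.1 ± 7.05 FPKM (SD, n = 2; log2 FC 4.33, SE 0.18, adjusted p = 0.00160 from limma). At 6 dat it stood at 10.5 ± 4.47 in treated and 11.2 ± 5.15 FPKM in control buds (SD, n = 3). The 3 trees together gave a log2 FC of 4.08 at 1 dat (tree 4, 45.1 against 3.30 FPKM) and of -0.09 at 6 dat (adjusted p = 0.943). Its change with treatment differed between these days by -4.17 (SE 0.55, adjusted p = 0.00105). A class I heat shock protein (TR24076|c0_g2_i1), from a family that keeps stressed proteins soluble, was called higher at 1 dat, at 10.2 ± 4.42 against 0.448 ± 0.182 FPKM in trees 5 and 6 (log2 FC 3.44, SE 0.41, adjusted p = 0.0254; 8.19 against 0.566 FPKM in tree 4, and a log2 FC of 3.30 over the 3 trees). Its log2 FC of -2.10 at 6 dat did not pass (adjusted p = 0.167), though it was called lower with the tree as a block (adjusted p = 0.0429) or all 21 libraries in 1 fit, and differed from that at 1 dat by -5.40 (SE 0.70, adjusted p = 0.000871). A furanone reductase transcript (TR25493|c0_g1_i4), for an enzyme that reduces unsaturated carbonyl compounds, had log2 FC of 7.12 in trees 5 and 6 and 6.91 in the 3 trees at 1 dat (tree 4, 47.4 against 0.0255 FPKM). It had 5.71 at 3 dat (adjusted p = 0.00951) and 2.35 at 6 dat (adjusted p = 0.0219), the last not called without the treated library of tree 4 or 5 or the control library of tree 4, 5 or 6 (adjusted p up to 0.0954) or with the tree as a block (adjusted p = 0.0632). At 1 dat 1020 transcripts were called higher and 237 lower with hydrogen cyanamide in trees 5 and 6, and 1806 and 624 over the 3 trees, in 1318 and 555 assembled genes. At 3 dat 1238 were higher and 666 lower, and at 6 dat 564 were higher and 306 lower. These counts depend on the fit, since without a filter a single transcript, a higher one, was called at 3 dat and 22 higher and 11 lower at 6 dat, and all 21 libraries in 1 fit gave 2110 higher and 1290 lower at 3 dat and a near balance, 1550 and 1511, at 6 dat. The block for the tree left 340 lower at 1 dat, 855 higher and 398 lower at 3 dat, and 264 higher and 141 lower at 6 dat. At 1 dat, 393 were lower without the treated library of tree 6, and 391, 311, and 387 without the control library of tree 4, 5 or 6. At 6 dat 246 and 203 were higher and 146 and 92 lower without the treated library of tree 4 or 5. There 132, 157, and 283 were higher and 35, 56, and 150 lower without the control library of tree 4, 5 or 6. At 3 dat, leaving out the treated library of tree 4 or 5 gave 267 and 472 higher and 210 and 230 lower. Leaving out the control library of tree 4 or 6 there gave 388 and 278 higher and 131 and 65 lower, with 423 lower without that of tree 5.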

The second analysis was done to investigate the effect of development on the hydrogen cyanamide experiment. 

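Feruloyl CoA ortho-hydroxylase (TR13379|c5_g2_i1), an enzyme of coumarin synthesis, was higher with treatment over 1, 3, and 6 dat together, at a log2 FC of 5.02 without tree 4 at 1 dat (n = 8 treated and 8 control libraries, SE 0.38, adjusted p = 2.40e-06 from limma). With tree 4 it was 4.93 (n = 9 and 9), and the tree 4 libraries held 189 FPKM with treatment and 5.05 FPKM without. A pathogen-related protein transcript (TR9142|c0_g1_i4) rose likewise, by 5.21 without and 5.10 with tree 4 at 1 dat (76.5 against 1.20 FPKM there). Universal stress protein TR23093|c0_g1_i3 fell by 3.36 on the log2 scale in the smaller set (SE 0.29, adjusted p = 5.75e-06). HIPP26 (TR26965|c2_g1_i1), a heavy metal-associated protein, fell by 2.06, and tree 4 at 1 dat held 42.7 against 167 FPKM of the former and 21.6 against 72.3 FPKM of the latter. Tree 4 at 1 dat is shown apart, since the paper’s averaged fold changes come closest to the libraries without it (1841 of 1935 held values). Of 63080 transcripts tested without tree 4 at 1 dat, 2015 were called higher and 1143 lower with hydrogen cyanamide, and of 62976 tested with it, 2050 were higher and 1088 lower. With tree 4, a pseudocount of 0.1 FPKM gave 2018 lower, a pseudocount of 1 FPKM 561, isoforms summed 1162 higher and 491 lower, and no fold change threshold 6110 higher and 5964 lower, so that the excess of higher ones depends on the threshold.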

Here, development-specific genes were identified (**Supplementary Data Sheet 2**) and can therefore be separated from hydrogen cyanamide’s effect.

**FIGURE 2:**
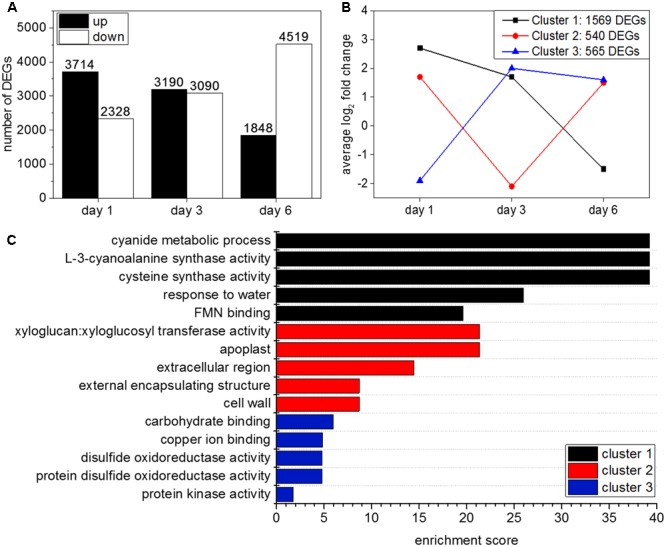
**(A)** Number of differentially expressed genes (DEGs) with a log2 FC ≥ 1 and ≤ –1 and a FDR ≤ 0.05 at day 1, 3, and 6 after hydrogen cyanamide treatment. **(B)** Cluster analysis using Euclidian distance results in three main expression patterns of DEGs in hydrogen cyanamide-treated versus control flower buds. **(C)** Most enriched Gene Ontology terms in the three main expression clusters among the hydrogen cyanamide-responsive DEGs.

### Clustering of Hydrogen Cyanamide-Responsive Genes

Transcripts (log_2_ FC ≥ 1) that were differentially expressed at two (2171 transcripts) or all three studied time points (594 transcripts) were clustered using Euclidian distance. This resulted in three main expression profiles (**Figure 2B**). They represent three different transcriptional responses to hydrogen cyanamide treatment: (1) up-regulation at 1 dat and subsequent down-regulation (1569 transcripts) (2) temporary downregulation at 3 dat (540 transcripts) (3) down-regulation at 1 dat with subsequent up-regulation (565 transcripts). 

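WRKY75 (TR14698|c0_g1_i1), a transcription factor of stress responses and nutrient supply, was called higher at each of the 3 days, from 0.864 ± 0.322 to 25.6 ± 9.10 FPKM at 1 dat in trees 5 and 6 (SD, n = 2; log2 FC 4.23, SE 0.35, adjusted p = 0.00850 from limma). The 3 trees gave a log2 FC of 3.90, with 16 against 1.25 FPKM in tree 4. Its log2 FC was 3.82 at 3 dat (SE 0.46, adjusted p = 0.0103) and 3.04 at 6 dat (SE 0.36, adjusted p = 0.0130). The UDP-glycosyltransferase UGT73C1 (TR13347|c4_g2_i3), from a family that attaches sugars to small molecules, was also called at each day, with log2 FC of 5.12 in trees 5 and 6 and 4.95 in the 3 trees at 1 dat (14.1 against 0.105 FPKM in tree 4). It had 4.02 at 3 dat, and 3.64 at 6 dat. With trees 5 and 6 at 1 dat, 619 transcripts were called at exactly 2 days and 181 at all 3. With the 3 trees these were 761 and 214, together 975, of which 779 were higher at each day they were called, 190 lower, and 6 higher at a day and lower at another. The calls of *WRKY75* were lost at 3 dat without the control library of tree 6 (adjusted p up to 0.0512) and at 6 dat without the control library of tree 4 or 5 (adjusted p up to 0.0653). That of *UGT73C1* at 6 dat was lost without the control library of tree 4 or 5 (adjusted p up to 0.0589).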

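*CAS*, *OPR2*, *ACO*, *SAMS 3*, *BGD*, *GRX*, *1,3BG*, and *EXLB1* fell into the largest of 3 clusters. The paper links these to the release and detoxification of cyanide, jasmonate and ethylene synthesis, redox control, and cell wall loosening. *MYB108* and, called lower at 3 and 6 dat, *YUC10* were in the same cluster. The clusters were made by k-means on the standardized log2 FC of the transcripts called at 2 or 3 days. Without standardizing they parted, with *OPR2*, *ACO*, and *EXLB1* in a cluster of 214, *CAS*, *SAMS 3*, *BGD*, *GRX*, *1,3BG*, and *MYB108* in one of 566, and *YUC10* in one of 195. With trees 5 and 6 at 1 dat the largest cluster held 545 transcripts with mean log2 FC of 2.67, 1.82, and 0.80 at 1, 3, and 6 dat, and with the 3 trees 630 with means of 2.45, 1.87, and 0.75. The smallest held 99 transcripts with the lowest mean log2 FC at 3 dat (0.20, -0.19, and 0.77), or 148 over the 3 trees (0.29, -0.43, and 0.53). *UGT85A19*, of prunasin synthesis, was in the remaining cluster, whose mean log2 FC was lowest at 1 dat: 156 transcripts with means of 0.52, 1.77, and 1.65, or 197 with 0.52, 1.66, and 1.64. *MDL1* and *ACS* joined the largest cluster with trees 5 and 6 and the smallest with the 3 trees, and *CKX5* joined that of *UGT85A19* with the 3 trees but was not called at 2 days with trees 5 and 6. Of the transcripts in the largest cluster over the 3 trees, 87.1% were higher with hydrogen cyanamide at 1 dat and 80.8% at 6 dat.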

GO analysis revealed the most enriched categories in the distinct clusters (**Figure 2C**). In cluster 1, the most enriched category was ‘L-3-cyanoalanine synthase activity.’ This cluster contained ‘*L3-CYANOALANINE SYNTHASE’* (*CAS*). 

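*CAS* isoform 2 (TR10732|c0_g1_i2), a second transcript of the assembled gene of this cyanide-detoxifying enzyme, measured 9.35 ± 0.957 FPKM (SD, n = 2) in treated and 0.441 ± 0.347 FPKM in control buds of trees 5 and 6 at 1 dat (log2 FC 3.44, SE 0.38, adjusted p = 0.0204 from limma). Over the 3 trees its log2 FC was 3.26 (SE 0.34, adjusted p = 0.00145), with 11.5 FPKM in the treated and 1.10 FPKM in the control library of tree 4. Isoform 4 (TR10732|c0_g1_i4) stood at 2.71 to 2.75 FPKM in the treated and 0.000416 to 0.357 FPKM in the control libraries of trees 5 and 6, a difference that did not pass the test (log2 FC 2.30, SE 0.47, adjusted p = 0.0950). It was called over the 3 trees (log2 FC 2.20, SE 0.34, adjusted p = 0.00970; tree 4, 2.16 against 0.172 FPKM), but not without the treated library of tree 6 (adjusted p up to 0.0503). Isoform 3 (TR10732|c0_g1_i3) was not called at 1 dat, at a log2 FC of 1.69 in trees 5 and 6 (adjusted p = 0.198) and 1.33 over the 3 trees (adjusted p = 0.125; tree 4, 0.415 against 0.103 FPKM). At 3 and 6 dat isoform 2 did not pass (log2 FC 1.80 and 1.19), and isoforms 3 and 4 lay under the level at which transcripts were tested. A further 79 transcripts are the other isoforms of all assembled genes from which the study names a transcript. The study picked these genes on these samples, and reads shared by isoforms were divided between them. Counts over these isoforms are therefore not independent evidence of a direction. At 1 dat, 12 of 59 tested rose in trees 5 and 6 (17 adjusted over the list alone) and 15 over the 3 trees (19 adjusted over the list alone), and 8 of the 12 and 8 of the 15 belong to the assembled gene of the *OPR2* of Table 5 (TR13558|c1_g1). At 3 dat 12 of 59 rose (16 adjusted over the list alone), and at 6 dat 3 of 50 (4 adjusted over the list alone). At each day 0 fell over all transcripts tested, and adjusted over the list alone 1 fell at 1 dat in trees 5 and 6 and 1 at 3 dat.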

The corresponding enzyme catalyzes the reaction between hydrogen cyanide and cysteine to form beta-cyanoalanine, thereby detoxifying hydrogen cyanide.

To further investigate the role of *CAS* in sweet cherry bud dormancy release, we conducted a co-regulation analysis of the four *CAS* annotated isoforms. Similar expression patterns are strong indicators for common regulatory mechanisms of the transcripts. A total of 406 transcripts were correlated with an *r*-value (Pearson correlation coefficient) above 0.8 to all four isoforms. 

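*CAS* isoform 1 changed by log2 ratios of 3.31 to 3.51 between the treated and control libraries of a tree at 1 dat, and of 0.92 to 2.33 at 3 and 6 dat. Isoform 2 changed by 2.91 to 3.72 at 1 dat and 0.71 to 2.56 later, isoform 4 by 1.90 to 2.70 and -1.39 to 1.37, and isoform 3 by 0.60 to 1.96 and -0.59 to 0.67. Over these 9 ratios, 1360 of 62976 transcripts had a Pearson r above 0.8 to isoform 1, 604 to isoform 2, 1014 to isoform 3, and 791 to isoform 4, and 118 to all 4 isoforms. Because the values of isoform 1 at 1 dat stand apart from those of the later days, and the same trees were sampled at each day, this count mostly compares 1 dat with later days and is not taken over independent samples. Leaving out tree 4 at 1 dat, whose *CAS* ratio was 3.31, gave 161 transcripts, and leaving out tree 5 or tree 6 there gave 70 and 73. Without the 2 values farthest from the median of isoform 1, the count was 7.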

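At 3 and 6 dat, with the values of 1 dat left out, the log2 ratios of *GRX* (TR23850|c0_g1_i1), a glutaredoxin of redox control, followed those of *CAS* isoform 1. Over the 6 values this gave r = 0.953 (exact permutation p = 0.00139, adjusted p = 0.0444) and rho = 1.0 (exact permutation p = 0.00278). The ratios of isoform 1 ran from 1.39 to 2.33 at 3 dat and from 0.92 to 1.47 at 6 dat, so a difference between these days remains in them. For *NIT4A* (TR24496|c0_g1_i1), the nitrilase acting after CAS, the 6 values gave r = 0.926 (exact permutation p = 0.0111, adjusted p = 0.0889) and rho = 0.829 (exact permutation p = 0.0583). *1,3BG* (TR33640|c1_g4_i1), which the paper groups with callose-degrading glucanases, had r = 0.981 (exact permutation p = 0.00694, adjusted p = 0.0741) and rho = 0.829 (exact permutation p = 0.0583). *BGD* (TR26414|c0_g1_i2), a cyanogenic beta-glucosidase, followed isoform 4 with r = 0.925 (exact permutation p = 0.00278, adjusted p = 0.0444) and rho = 0.943 (exact permutation p = 0.0167). Isoform 4 lay under 0.5 FPKM on average at these days, so that its ratios are set largely by the pseudocount and this relation decides little. With isoform 1 the r of *BGD* was 0.347 (adjusted p = 0.594). Without the 2 values farthest from the median of the isoform, r was 0.99 for *GRX*, 0.938 for *NIT4A*, 0.927 for *1,3BG*, and 0.847 for *BGD* with isoform 4. For *ACO* (TR18526|c0_g1_i1), *EXLB1* (TR8498|c0_g1_i1) and a *GST* (TR33680|c0_g2_i1), r with isoform 1 was 0.675, 0.503, and 0.542 (adjusted p = 0.342, 0.478, and 0.478). Tests were two-sided and adjusted over the 32 relations of the 4 isoforms with 8 transcripts, and the 6 values are 3 trees sampled at both days. With the mean of each day removed from all 9 values, r was 0.89 for *GRX*, 0.887 for *NIT4A* and 0.946 for *1,3BG* with isoform 1, and 0.843 for *BGD* with isoform 4, with adjusted p of 0.296, 0.381, 0.326, and 0.296. Over all 9 values, 17 of the 32 relations had an r above 0.8, with the limit that 1 dat stands apart.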

Among others, the following transcripts were co-regulated with at least three out of the four *CAS* isoforms: *CYANOGENIC BETA-GLUCOSIDASE* (*BGD*), *1-AMINOCYCLOPROPANE-1-CARBOXYLATE OXIDASE* (*ACO*), *NITRILASE 4A* (*NIT4A*), *GLUTAREDOXIN* (*GRX*), *EXPANSIN* (*EXP*), *GST, OPR2* and *1,3-BETA-D-GLUCANASE* (*1,3BG*) (**Table 5**).

**Table 5:** Selection of transcripts that show a highly correlated expression compared to L3-cyanoalanine synthase (CAS) (four isoforms: TR10732| c0_g1_i1, TR10732| c0_g1_i2, TR10732| c0_g1_i3, and TR10732| c0_g1_i4).

		Prey							
Bait: CAS	Description	BGD	ACO	NIT4A	GRX	EXP	GST	OPR2	1,3BG
	
	Identifier	TR26414| c0_g1_i2	TR18526| c0_g1_i1	TR24496| c0_g1_i1	TR23850| c0_g1_i1	TR8498| c0_g1_i1	TR33680| c0_g2_i1	TR13558| c1_g1_i9	TR33640| c1_g4_i1

	TR10732| c0_g1_i1	0.87	0.89	0.98	0.98	0.97	0.83	0.98	0.98
	TR10732| c0_g1_i2	0.93	<0.8	0.97	0.97	0.94	0.87	0.99	0.96
	TR10732| c0_g1_i3	<0.8	0.91	0.86	0.87	0.83	<0.8	0.88	0.9
	TR10732| c0_g1_i4	0.87	0.85	0.93	0.93	0.92	0.8	0.97	0.93

*R-values (FDR ≤ 0.05) calculated as a result of the Pearson correlation. 1,3BG, 1,3-beta-D-glucanase; ACO, 1-aminocyclopropane-1-carboxylate oxidase; BGD, beta-glucosidase; EXP, expansin; GRX, glutaredoxin; GST, glutathione-*S*-transferase; NIT4A, nitrilase 4A, OPR2, 12-oxophytodienoate reductase 2.*

### Jasmonate

*OPR2* was found to be highly co-expressed with *CAS* (**Table 5**). 

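*OPR2* (TR13558|c2_g1_i1), which encodes a 12-oxophytodienoate reductase, went from 0.691 ± 0.431 FPKM in control to 150.2 ± 4.39 FPKM in treated buds of trees 5 and 6 at 1 dat (SD, n = 2; log2 FC 7.03, SE 0.28, adjusted p = 0.00140 from limma). The 3 trees gave a log2 FC of 6.53 (SE 0.37, adjusted p = 0.000101; tree 4, 126 against 2.24 FPKM). At 3 dat the level was 21.4 ± 13.4 FPKM (SD, n = 3) with and 0.641 ± 0.458 FPKM without treatment (log2 FC 4.15, SE 0.48, adjusted p = 0.00983). At 6 dat the log2 FC of 0.50 did not pass (adjusted p = 0.613). The transcript of Table 5 (TR13558|c1_g1_i9) was called at 1 dat both in trees 5 and 6 (log2 FC 6.33) and over the 3 trees (6.15; tree 4, 101 against 1.35 FPKM). It was also called at 3 dat (log2 FC 4.48, SE 0.76, adjusted p = 0.0239) and at 6 dat (log2 FC 3.25, SE 0.40, adjusted p = 0.0138). It lost the calls at 3 dat without the treated library of tree 4 or 5 or the control library of tree 5 or 6 (adjusted p up to 0.0924) and at 6 dat without the treated library of tree 4 or 5 or the control library of tree 4 (adjusted p up to 0.0581) or with the tree as a block (adjusted p = 0.0575). Over the 6 values at 3 and 6 dat, its log2 ratio had r = 0.676 (exact permutation p = 0.104, adjusted p = 0.303) and rho = 0.771 (exact permutation p = 0.103) with that of *CAS*. There r was -0.41 without the 2 values farthest from the median. Of the 12-oxophytodienoate reductases in the study’s tables, 36 of 38 rose at 1 dat in trees 5 and 6 (38 adjusted over the list alone), 37 over the 3 trees (38), 22 of 37 at 3 dat (34), and 5 of 30 at 6 dat (9), and 0 fell. The study chose them on these samples, so this is not independent evidence of their direction. Their median log2 FC was 4.87 in trees 5 and 6 and 4.42 in the 3 trees at 1 dat, 3.01 at 3 dat, and 0.57 at 6 dat.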

Because of this, we decided to further investigate the effect of hydrogen cyanamide on the jasmonate pathway. Aside from *OPR2* (log_2_ fold change (FC): 7.9, **Figure 3A**), several other jasmonate-related transcripts were affected by hydrogen cyanamide treatment. Among them are *ALLENE OXIDE SYNTHASE* (*AOS*), *ALLENE OXIDE CYCLASE 4* (*AOC4*) and *ACYL-COA OXIDASE* (*ACX*), responsible for different key steps in jasmonate biosynthesis (Schaller and Stintzi, 2009) and up-regulated with log_2_ FC between 1.2 and 1.6 (**Figure 3A**) at different days after treatment. 

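*AOS* (TR38248|c0_g1_i1), for an enzyme early in jasmonate synthesis, rose at 1 dat, from 5.48 ± 0.203 FPKM in control to 14.9 ± 1.72 FPKM in treated buds of trees 5 and 6 (SD, n = 2; log2 FC 1.36, SE 0.18, adjusted p = 0.0343 from limma). Its log2 FC was 1.30 over the 3 trees (SE 0.14, adjusted p = 0.00153; tree 4, 14.7 against 6.23 FPKM). *ACX4* (TR13519|c2_g10_i1), whose product shortens the carbon chain by beta-oxidation, was at 89.2 ± 4.83 FPKM with and 40.8 ± 1.57 FPKM without treatment in trees 5 and 6 (log2 FC 1.12, SE 0.09, adjusted p = 0.00898). This was a log2 FC of 1.05 over the 3 trees (SE 0.08, adjusted p = 0.000376; tree 4, 88.1 against 46.7 FPKM). *AOC* (TR23846|c0_g2_i2), for the cyclase acting after AOS, measured 64.8 ± 11.2 FPKM (SD, n = 3) in treated and 26.3 ± 15.0 FPKM in control buds at 3 dat, which did not pass (log2 FC 1.40, SE 0.34, adjusted p = 0.0643). It did pass with the tree as a block (adjusted p = 0.0432), with isoforms summed, with all 21 libraries in 1 fit, or without the control library of tree 5. At 1 dat *AOC* had a log2 FC of 0.32 in trees 5 and 6 and 0.32 over the 3 trees (adjusted p = 0.251; tree 4, 20.1 against 16.1 FPKM). *AOS* did not pass at 3 or 6 dat (log2 FC 0.92 and 0.62), and *ACX4* stayed under the fold change threshold there (0.66 and 0.79). Without the control library of tree 5 at 1 dat, the log2 FC of *ACX4* was 0.998 and under the threshold, and summing isoforms also ended this call.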

*JASMONIC ACID-AMIDO SYNTHETASE 1* (*JAR1*), which codes for the enzyme responsible for the conversion of JA to JA-Ile, was not differentially regulated in our experiments. Jasmonoyl-isoleucine (Ja-Ile) binds to *CORONATINE-INSENSITIVE 1* (*COI1*) which in turn induces degradation of *PROTEIN TIFY 10A/JASMONATE ZIM DOMAIN-CONTAINING PROTEIN 1* (*TIFY10A/JAZ1*), a repressor of the JA response (Sheard et al., 2010). The transcripts for the receptor components and *JAZ1* and *COI1* were not significantly differentially regulated in this study. The expression of the myb transcription factors *MYB21* and *MYB108* were up-regulated by hydrogen cyanamide treatment (log_2_ FC: 2/2.8, **Figure 3A**). 

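*MYB21* (TR25393|c1_g5_i2), a jasmonate-responsive regulator of flower development, rose at 1 dat from 28.4 ± 5.67 to 106 ± 13.9 FPKM in trees 5 and 6 (SD, n = 2; log2 FC 1.89, SE 0.17, adjusted p = 0.0119 from limma). Its log2 FC over the 3 trees was 1.98 (SE 0.15, adjusted p = 0.000324), tree 4 holding 100.2 FPKM with and 22.2 FPKM without treatment. For *MYB108* (TR10621|c1_g1_i3), a related factor, trees 5 and 6 gave 19.6 ± 0.862 against 3.05 ± 1.17 FPKM (log2 FC 2.54, SE 0.28, adjusted p = 0.0199). The 3 trees gave *MYB108* a log2 FC of 2.38 (SE 0.25, adjusted p = 0.00155; tree 4, 21.4 against 4.82 FPKM). *MYB108* stayed higher at 3 dat (log2 FC 2.05, SE 0.43, adjusted p = 0.0424) and at 6 dat, with 23.1 ± 8.75 against 5.77 ± 1.52 FPKM (SD, n = 3; log2 FC 1.87, SE 0.31, adjusted p = 0.0349). *MYB21* did not pass at 3 dat (log2 FC 0.87, adjusted p = 0.0550), except without the treated library of tree 6. At 6 dat it did not pass either (1.04, adjusted p = 0.0778), except with all 21 libraries in 1 fit. The call of *MYB108* at 3 dat was lost without the treated library of tree 4 or 5 or the control library of tree 4, 5 or 6 (adjusted p up to 0.130). That at 6 dat was lost without the treated library of tree 4 or 5 or the control library of tree 4, 5 or 6 (adjusted p up to 0.131) or with the tree as a block (adjusted p = 0.0854).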

Further, the levels of the phytohormone JA and its bioactive isoleucine conjugate jasmonoyl-isoleucine (JA-Ile) following cyanamide treatment were analyzed. JA levels were zero until 8 dat, and then began to increase to up to 39 and 26 pmol/100 mg FW at day 18 in treated and control flower buds, respectively (**Figure 3B**). JA-Ile also reached maximum levels at day 18 with quantitative amounts around half those of JA (19 and 7 pmol/100 mg FW for treated and control flower buds, respectively). This indicates a conversion of some, but not all, JA into JA-Ile. JA-Ile levels were overall significantly higher in treated than in control flower buds (two-way ANOVA: *p* = 0.0007634, **Supplementary Data Sheet 7**). An additional minor JA-Ile peak was observed in treated flower buds at day 3 (6 pmol/100 mg FW), whereas the JA-Ile content of the control flower buds was zero at this time point (**Figure 3C**). **Figure 3D** summarizes the different factors in the jasmonate pathway that were found to be influenced by hydrogen cyanamide treatment.

**FIGURE 3:**
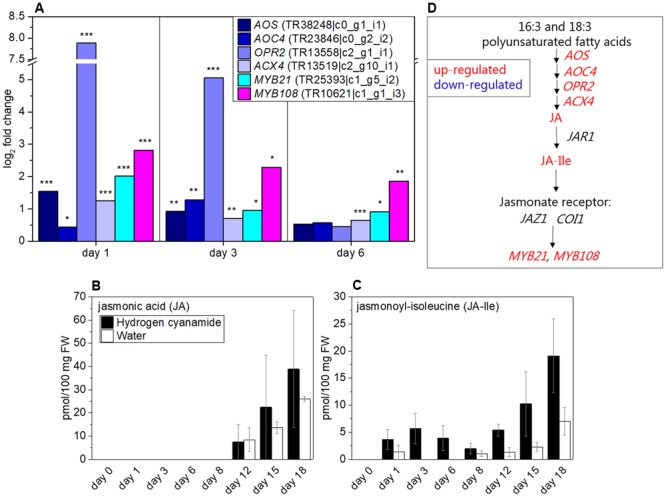
Effect of hydrogen cyanamide treatment on jasmonate-associated transcripts **(A)** and JA **(B)** and JA-Ile **(C)** phytohormone levels in sweet cherry flower buds. Summary of the factors belonging to the jasmonate pathway that were found to be influenced by hydrogen cyanamide treatment in this study **(D)**. Bars indicate ± SEM of three biological replicates. Asterisks indicate FDR as follows: ^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01, ^∗∗∗^*p* ≤ 0.001. Statistical analyses performed on **(B,C)** can be found in **Supplementary Data Sheet 7**. ACX4, acyl-CoA oxidase 4; AOC4, allene oxide cyclase 4; AOS, allene oxide synthase; COI1, coronatine-insensitive 1; JA, jasmonic acid; JA-Ile, jasmonoyl-isoluecine; JAR1, jasmonic acid-amido synthase 1; JAZ1, jasmonate zim domain-containing 1; OPR2, 12-oxophytodienoate reductase 2.

### Hydrogen Cyanide

Eight hydrogen cyanide-related genes responded to hydrogen cyanamide treatment with changed expression patterns. Of these, BGD, NIT4A, and ACO were shown with highly similar expression patterns compared to CAS (**Table 5**). Complete hydrogen cyanide detoxification is achieved by the combined action of CAS and NIT4A. Both *NIT4A* and *CAS* (log_2_ FC: 1.6/3.6, **Figure 4A**) showed a similar hydrogen cyanamide- induced up-regulation at 1 dat and subsequent return to basal levels. This strongly indicated the need for hydrogen cyanide detoxification at this period and therefore the occurrence of hydrogen cyanide release around 1 day after hydrogen cyanamide treatment. 

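*CAS* (TR10732|c0_g1_i1) rose at 1 dat from 57.1 ± 0.662 FPKM in control to 627 ± 45.4 FPKM in treated buds of trees 5 and 6 (SD, n = 2; log2 FC 3.44, SE 0.08, adjusted p = 0.000745 from limma). Over the 3 trees its log2 FC was 3.40 (SE 0.07, adjusted p = 4.81e-06), and tree 4 held 658 FPKM with and 65.7 FPKM without treatment. *NIT4A* (TR24496|c0_g1_i1), whose product converts the beta-cyanoalanine made by CAS, measured 219 ± 14 against 76.1 ± 5.93 FPKM in trees 5 and 6 (log2 FC 1.52, SE 0.09, adjusted p = 0.00400). Its log2 FC over the 3 trees was 1.53 (SE 0.08, adjusted p = 6.55e-05; tree 4, 243 against 82.1 FPKM). *CAS* was still higher in treated buds at 3 dat, with 189.6 ± 70.0 against 48.8 ± 2.79 FPKM (SD, n = 3; log2 FC 1.88, SE 0.25, adjusted p = 0.0125). It was higher at 6 dat too, with 179 ± 23.1 against 74.7 ± 5.55 FPKM (log2 FC 1.25, SE 0.13, adjusted p = 0.00758). *NIT4A* stood at 119.6 ± 30.8 against 71.6 ± 1.30 FPKM at 3 dat (adjusted p = 0.0697) and 92.7 ± 5.71 against 68.7 ± 1.56 FPKM at 6 dat (adjusted p = 0.0848), neither of which passed. The change with treatment was smaller at 6 than at 1 dat, by -2.15 for *CAS* (SE 0.26, adjusted p = 0.000647) and -1.10 for *NIT4A* (SE 0.19, adjusted p = 0.00552). The call of *CAS* at 3 dat was lost without the treated library of tree 4 or the control library of tree 4 or 6 (adjusted p up to 0.0611). The paper takes the rise of both transcripts around 1 dat as a strong sign that hydrogen cyanide needed to be detoxified then, and infers from it an apparent release around that day.

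**Figure D1:**
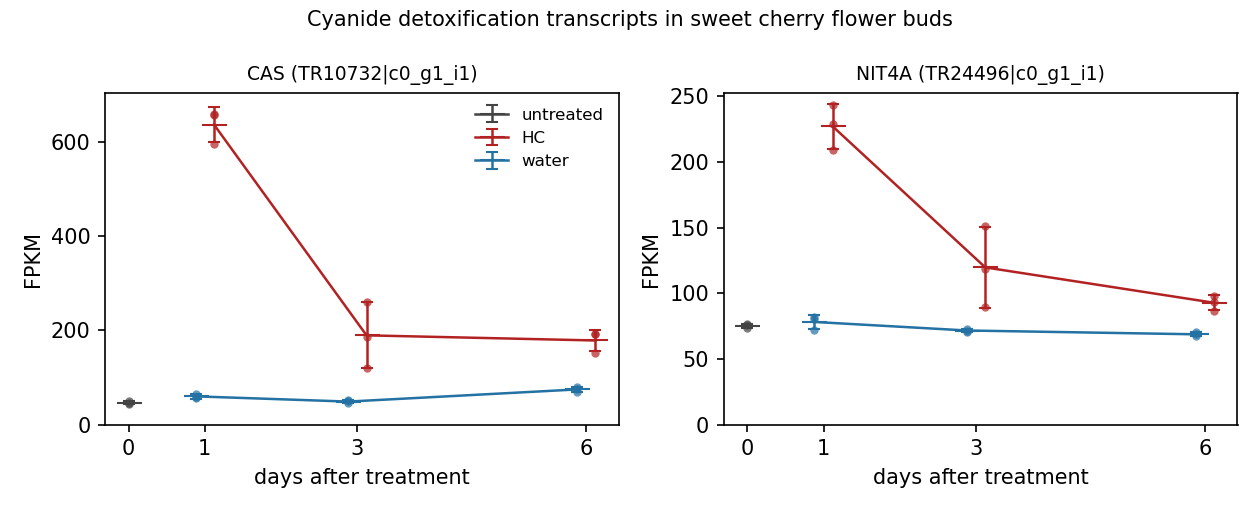
FPKM of *CAS* and *NIT4A* in each library (points) by days after treatment, with the mean and SD of the 3 trees, for treated (red), control (blue) and untreated day 0 buds (grey). At 1 dat the treated libraries lie at 595 to 659 FPKM for *CAS* and 209 to 243 FPKM for *NIT4A*, above the control libraries at 56.6 to 65.7 and 72.0 to 82.1 FPKM.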

Hydrogen cyanide production in sweet cherry may happen as a result of two different pathways: (1) via the hydrolysis of cyanogenic glucosides (Møller, 2010; Gleadow and Møller, 2014; Pičmanová et al., 2015; Laursen et al., 2016; Nielsen et al., 2016) and/or (2) as a stoichiometric side-product in the biosynthesis of ethylene (Yip and Yang, 1988). Sweet cherry produces the two phenylalanine-derived cyanogenic glucosides prunasin and amygdalin. Prunasin is biosynthesized via CYP79D16, CYP71AN24 (Yamaguchi et al., 2014) and UGT85A19 (Franks et al., 2008). 

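*UGT85A19* (TR37845|c4_g2_i1), which encodes the glucosyltransferase of prunasin synthesis, rose in treated buds at 3 dat, with 8.81 ± 0.284 FPKM (SD, n = 3) against 1.04 ± 0.211 FPKM in the control (log2 FC 2.60, SE 0.23, adjusted p = 0.00776 from limma). It also rose at 6 dat, with 39.3 ± 19.8 against 3.39 ± 0.130 FPKM (log2 FC 3.25, SE 0.32, adjusted p = 0.00666). At 1 dat it measured 2.94 ± 1.41 against 0.925 ± 0.294 FPKM in trees 5 and 6 (SD, n = 2; log2 FC 1.22, SE 0.45, adjusted p = 0.267). It had a log2 FC of 1.40 over the 3 trees (SE 0.34, adjusted p = 0.0520; tree 4, 3.15 against 0.592 FPKM), so that neither passed. This 3-tree value did pass with a minimum mean of 1 FPKM, after rescaling by median ratios, with isoforms summed, and with all 21 libraries in 1 fit. *CYP71AN24* (TR12239|c1_g1_i2), a cytochrome P450 of the same pathway, lay under the tested level at 1 dat in trees 5 and 6 (0.462 to 1.01 FPKM in the treated and up to 0.0933 FPKM in the control libraries). Over the 3 trees it did not pass at 1 dat (log2 FC 1.27, SE 0.44, adjusted p = 0.146; tree 4, 1.73 against 0.276 FPKM), except with isoforms summed or all 21 libraries in 1 fit. At 6 dat it stood at 5.22 ± 2.17 against 1.24 ± 0.398 FPKM and did not pass either (log2 FC 1.67, SE 0.38, adjusted p = 0.0821), except with all 21 libraries in 1 fit. Averaged over the 3 days it was called higher (log2 FC 1.30, SE 0.23, adjusted p = 0.00142 without tree 4 at 1 dat, and a log2 FC of 1.34 with it). The other isoform of its assembled gene was called higher at 1 dat, both in trees 5 and 6 and over the 3 trees. That isoform was not called at 3 or 6 dat or in the average over the 3 trees. Of the cytochrome P450 enzymes in the study’s tables, 41 of 67 rose and 2 fell (54 and 2 adjusted over the list alone) at 1 dat in trees 5 and 6, and 46 of 68 rose and 1 fell (53 and 1 adjusted over the list alone) over the 3 trees. At 3 dat 27 of 71 rose and 0 fell (41 and 5 adjusted over the list alone), and at 6 dat 10 of 74 rose and 3 fell (25 and 9 adjusted over the list alone). For the UDP-glycosyltransferases there, 74 of 116 rose and 1 fell (104 and 1 adjusted over the list alone) at 1 dat in trees 5 and 6, and 92 of 115 rose and 1 fell (105 and 1 adjusted over the list alone) over the 3 trees. At 3 dat 62 of 116 rose and 4 fell (92 and 5 adjusted over the list alone), and at 6 dat 23 of 119 rose and 3 fell (63 and 5 adjusted over the list alone). These lists were chosen by the study on these samples and are not independent evidence of a direction.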

Hydrogen cyanamide treatment resulted in up-regulation of *CYP71AN24* (log_2_ FC: 4.1, **Figure 4A**) and *UGT85A19* (log_2_ FC: 3.4, **Figure 4A**) while *CYP79D16* was not differentially expressed. Hydrolysis of prunasin and amygdalin happens by the action of two enzymes, a cyanogenic beta-glucosidase (BGD) (Zhou et al., 2002) and a mandelonitrile lyase1 (MDL1), yielding glucose, benzaldehyde, and hydrogen cyanide as the final products (Morant et al., 2008). 

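*MDL1* (TR12799|c0_g1_i1), which encodes a mandelonitrile lyase, rose at 1 dat from 2.77 ± 0.986 FPKM in control to 45.6 ± 4.37 FPKM in treated buds of trees 5 and 6 (SD, n = 2; log2 FC 3.85, SE 0.25, adjusted p = 0.00491 from limma). Its log2 FC in the 3 trees was 3.69 (SE 0.22, adjusted p = 0.000129; tree 4, 31.5 against 2.59 FPKM). It was also higher at 6 dat, with 52.5 ± 23.1 FPKM (SD, n = 3) against 4.66 ± 2.19 FPKM (log2 FC 3.37, SE 0.39, adjusted p = 0.0118), a call lost without the control library of tree 5 (adjusted p up to 0.0553). *MDL1* did not pass at 3 dat, where the treated libraries spread from 23.3 to 162 FPKM (log2 FC 2.94, SE 0.75, adjusted p = 0.0742), except with isoforms summed or all 21 libraries in 1 fit. *BGD* (TR26414|c0_g1_i2), for a cyanogenic beta-glucosidase, was at 7.12 ± 2.43 against 0.195 ± 0.0992 FPKM in trees 5 and 6 at 1 dat (log2 FC 3.42, SE 0.40, adjusted p = 0.0237). The 3 trees gave *BGD* a log2 FC of 3.07 (SE 0.40, adjusted p = 0.00436; tree 4, 7.55 against 1.07 FPKM) that was not called with isoforms summed. At 3 dat *BGD* stood at 3.73 ± 0.856 against 0.545 ± 0.128 FPKM (log2 FC 2.01, SE 0.31, adjusted p = 0.0182), a call lost without the treated library of tree 4 or 5 or the control library of tree 4 or 6 (adjusted p up to 0.0786). At 6 dat its log2 FC of 0.61 did not pass (adjusted p = 0.589). The change of *BGD* with treatment was smaller at 6 than at 1 dat, by -2.46 (SE 0.58, adjusted p = 0.0376). This call was lost without any treated library or the control library of tree 5 or 6 at 1 dat, or the treated or control library of tree 4 or 6 at 6 dat (adjusted p up to 0.102). Between the same days that of *UGT85A19* grew by 1.85 (SE 0.41, adjusted p = 0.0276). That call was lost without the treated library of tree 4 or 5 or the control library of tree 5 or 6 at 1 dat, or the control library of tree 4 or 5 at 6 dat (adjusted p up to 0.0726). No difference passed for *MDL1* (-0.32, adjusted p = 0.922).

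**Figure D2:**
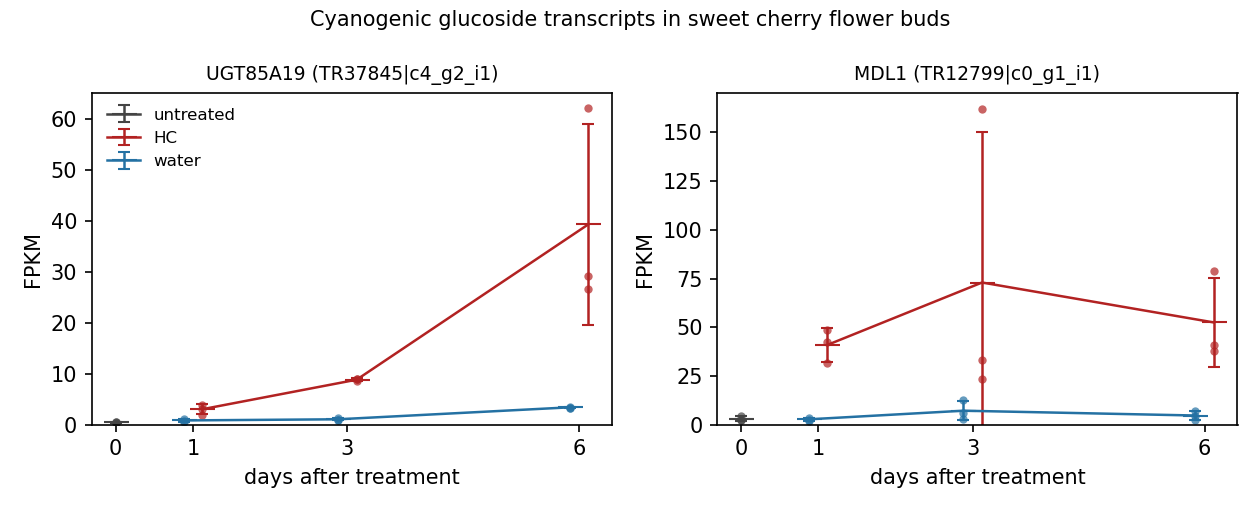
FPKM of *UGT85A19* and *MDL1* in each library (points) by days after treatment, with the mean and SD of the 3 trees, for treated (red), control (blue) and untreated day 0 buds (grey). The SD of *MDL1* in treated buds at 3 dat reaches below 0 and is clipped by the axis. At 6 dat the treated libraries lie at 26.6 to 62.1 FPKM for *UGT85A19* and 37.7 to 79.0 FPKM for *MDL1*, above the control libraries at 3.30 to 3.54 and 2.52 to 6.90 FPKM.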

Two sweet cherry genes putatively encoding enzymes catalyzing these reactions were up-regulated, *BGD* (log_2_ FC: 5.3) and *MDL1* (log_2_ FC: 4.2, **Figure 4A**).

**FIGURE 4:**
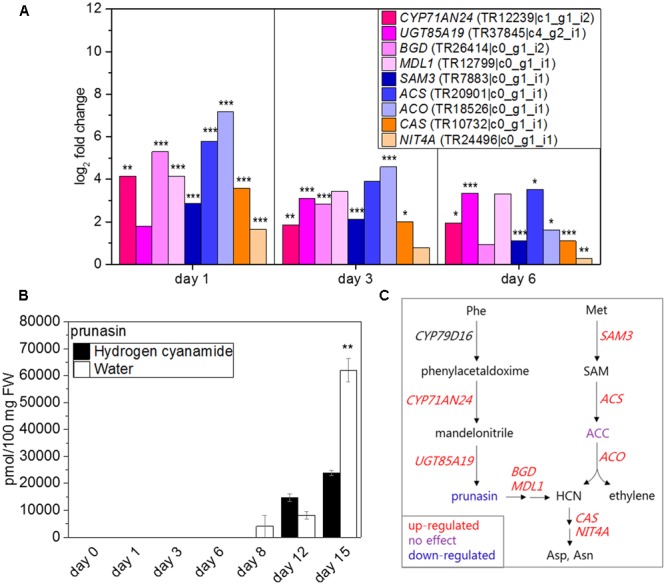
Effect of hydrogen cyanamide treatment on hydrogen cyanide- and ethylene-associated transcripts **(A)** and prunasin **(B)** levels in sweet cherry flower buds. Summary of the factors belonging to the cyanide/ethylene pathway that were found to be influenced by hydrogen cyanamide treatment in this study **(C)**. Bars indicate ± SEM of three technical **(B)** and biological replicates **(C)**, respectively. Asterisks in **(A)** indicate FDR as follows: ^∗^FDR ≤ 0.05, ^∗∗^FDR ≤ 0.01, ^∗∗∗^FDR ≤ 0.001. Asterisks in **(C)** indicate *p*-values as follows: ^∗∗^*p* ≤ 0.01 (Student’s *t*-test). ACC, 1-aminocyclopropane-1-carboxylate; ACS, 1-aminocyclopropane-1-carboxylate synthase; ACO, 1-aminocyclopropane-1-carboxylate oxidase; Asp, aspartate; Asn, asparagine; BGD, cyanogenic beta-glucosidase; CAS, cyanoalanine synthase; HCN, hydrogen cyanide; MDL1, mandelonitrile lyase 1; Met, methionine; NIT4A, nitrilase 4A; Phe, phenylalanine; SAM, *S*-adenosylmethionine; SAM3, *S*-adenosylmethionine synthase 3.

Ethylene biosynthesis from methionine is catalyzed by *S*-ADENOSYLMETHIONINE SYNTHASE (SAM), 1-AMINOCYCLOPROPANE-1-CARBOXYLATE SYNTHASE (ACS), and ACO and results in production ethylene and hydrogen cyanide. All three genes were up-regulated by hydrogen cyanamide treatment (log_2_ FC *SAM3*: 2.9, *ACS*: 5.8 and *ACO*: 7.2, **Figure 4A**).

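*ACO* (TR18526|c0_g1_i1) rose at 1 dat from 0.247 ± 0.0386 FPKM in control to 33.2 ± 5.38 FPKM in treated buds of trees 5 and 6 (SD, n = 2; log2 FC 5.49, SE 0.25, adjusted p = 0.00201 from limma). The paper annotates this transcript as a homolog of the oxidase that releases ethylene and hydrogen cyanide, an activity that was not tested here. In all 3 trees *ACO* had a log2 FC of 5.52 (SE 0.18, adjusted p = 1.36e-05; tree 4, 37.0 against 0.282 FPKM). At 3 dat it was higher as well (log2 FC 3.95, SE 0.28, adjusted p = 0.00527), and at 6 dat the log2 FC of 1.59 did not pass (adjusted p = 0.184). *SAMS 3* (TR7883|c0_g1_i1), which makes the methyl donor at the start of the pathway, was at 77.8 ± 7.83 against 11.7 ± 2.12 FPKM in trees 5 and 6 (log2 FC 2.69, SE 0.17, adjusted p = 0.00420). Its 3-tree log2 FC was 2.69 (adjusted p = 4.86e-05; tree 4, 86.8 against 13.1 FPKM). *SAMS 3* was also called at 3 dat (log2 FC 2.02, SE 0.22, adjusted p = 0.00876) and at 6 dat, with 67.2 ± 6.74 against 28.1 ± 2.24 FPKM (SD, n = 3; log2 FC 1.24, SE 0.13, adjusted p = 0.00835). *ACS* (TR20901|c0_g1_i1) measured 3.01 to 4.58 FPKM in the treated libraries of trees 5 and 6 and 0 to 0.153 FPKM in the control ones (log2 FC 2.89, SE 0.44, adjusted p = 0.0474). *ACS* had a 3-tree log2 FC of 2.65 (SE 0.37, adjusted p = 0.00575; tree 4, 2.07 against 0.0633 FPKM). At 3 dat *ACS* was called (log2 FC 2.52, SE 0.54, adjusted p = 0.0456) but lost the call without any 1 of the 6 libraries (adjusted p up to 0.143) or with the tree as a block (adjusted p = 0.0532). At 6 dat it did not pass (log2 FC 2.63, adjusted p = 0.0968). The call of *SAMS 3* at 6 dat was lost without the control library of tree 4 (adjusted p up to 0.0502). Between 6 and 1 dat the change with treatment differed by -3.93 for *ACO* (adjusted p = 0.00138) and -1.45 for *SAMS 3* (adjusted p = 0.00659). For *ACS* the difference of -0.02 did not pass (adjusted p = 0.996).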

To further investigate the source of the apparent hydrogen cyanide release, the levels of prunasin and of the ethylene precursor aminocyclopropane-1-carboxylate (ACC) were measured (**Figure 4B** and **Supplementary Image 4C**). The content of prunasin began to increase in treated as well as control samples at 8 to 12 dat. It peaked at 15 dat, reaching absolute levels of 23,850 and 61,190 pmol/100 mg FW in hydrogen cyanamide and control samples, respectively (**Figure 4B**). Thus, the maximum amount of prunasin found in hydrogen cyanamide treated flowers buds was 2.6 times lower than in the control. This points toward an HC-induced decrease in prunasin content in the flower buds. In both treated and control samples, ACC levels doubled from around 450 pmol/100 mg FW at day 0 to around 800 pmol/100 mg FW at 6 dat and onward (**Supplementary Image 4C**). There was no significant difference in ACC levels between treated and control flower bud samples. From these results, it is not possible to determine the hydrogen cyanide source. **Figure 4C** summarizes the factors in the ethylene/hydrogen cyanide pathway that were affected by hydrogen cyanamide treatment in this study.

### Cytokinins and IAA

Because cytokinins have been shown to play a role in hydrogen cyanamide-induced endodormancy release (Lombard et al., 2006), we decided to investigate this in our experiment on both transcript and metabolite level.

Four cytokinin (CK)-associated transcripts were affected by hydrogen cyanamide (**Figure 5A**). 

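*IPT3* (TR4571|c0_g1_i1), which encodes an isopentenyltransferase of the first step of cytokinin synthesis, stood at 4.11 ± 1.30 FPKM in treated and 0.884 ± 0.0204 FPKM in control buds of trees 5 and 6 at 1 dat (SD, n = 2), which did not pass the test (log2 FC 1.71, SE 0.37, adjusted p = 0.107 from limma). Over the 3 trees the transcript was called higher, with 4.55 ± 1.19 against 0.877 ± 0.0181 FPKM (SD, n = 3; log2 FC 1.84, SE 0.27, adjusted p = 0.00794), tree 4 holding 5.43 against 0.865 FPKM. Neither the log2 FC of 0.70 at 3 dat (adjusted p = 0.365) nor that of -1.15 at 6 dat (adjusted p = 0.146) passed. Its change with treatment differed between 6 and 1 dat by -3.0 (SE 0.42, adjusted p = 0.00166).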

With iP monophosphate as substrate, CYP735A produces *trans*-zeatin (tZ) monophosphate, which is converted into dihydrozeatin (DZ) monophosphate by zeatin reductase (ZR) (Takei et al., 2004). Neither *CYP735A* nor zeatin reductase were differentially expressed in our experiment, possibly because these conversions usually take place in the roots, as shown for CYP735A in Arabidopsis (Takei et al., 2004). LONELY GUYs (LOGs) convert inactive CK nucleotides like tZ and iP into their bioactive forms (Kurakawa et al., 2007). Hydrogen cyanamide induced *LOG5* expression in our experiment (log_2_ FC: 1.5, **Figure 5A**). 

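*LOG5* (TR39645|c3_g1_i2), for an enzyme that frees active cytokinins, measured 7.04 ± 2.00 FPKM in treated and 2.67 ± 0.111 FPKM in control buds of trees 5 and 6 at 1 dat (SD, n = 2), a difference that did not pass the test (log2 FC 1.22, SE 0.29, adjusted p = 0.128 from limma). For the 3 trees the levels were 6.19 ± 2.03 and 2.72 ± 0.123 FPKM (SD, n = 3; log2 FC 1.01, SE 0.25, adjusted p = 0.0558), tree 4 holding 4.51 against 2.83 FPKM. The log2 FC of *LOG5* was 0.69 at 3 dat (adjusted p = 0.479) and 0.95 at 6 dat (adjusted p = 0.121). Over the 3 days the treated buds were not called higher either (0.96 without tree 4 at 1 dat, 0.89 with it). At 1 dat the 3 trees did pass with a minimum mean of 1 FPKM and after rescaling by median ratios. The average passed without a fold change threshold or without the treated library of tree 6 at 3 dat.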

Cytokinin dehydrogenases (CKXs) on the other hand catalyze the irreversible degradation of iP and tZ (Schmülling et al., 2003). In our study, hydrogen cyanamide treatment down-regulated *CKX5* expression (log_2_ FC: -1.8, **Figure 5A**). 

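*CKX5* (TR12908|c3_g1_i1), for an oxidase that degrades cytokinins, stood at 1.49 ± 0.00849 FPKM in treated and 5.60 ± 0.00806 FPKM in control buds of trees 5 and 6 at 1 dat (SD, n = 2). This did not pass (log2 FC -1.61, SE 0.27, adjusted p = 0.0586 from limma). In the 3 trees together it fell, from 5.02 ± 0.995 to 1.58 ± 0.149 FPKM (SD, n = 3; log2 FC -1.40, SE 0.23, adjusted p = 0.0134; tree 4, 1.75 with against 3.87 FPKM without treatment). It was lower at 3 dat as well, with 3.00 ± 0.671 against 8.07 ± 1.72 FPKM (log2 FC -1.29, SE 0.26, adjusted p = 0.0367). At 6 dat the log2 FC of -0.42 did not pass (adjusted p = 0.368). The call at 1 dat was lost without the control library of tree 5 or 6 (adjusted p up to 0.0614) and with the tree as a block (adjusted p = 0.0581). That at 3 dat was lost without the treated library of tree 4, 5 or 6 or the control library of tree 4 or 6 (adjusted p up to 0.136).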

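*AHK4* isoform X2 (TR10857|c1_g1_i2), of a cytokinin receptor kinase, measured 12.6 ± 0.631 FPKM (SD, n = 3) in treated and 6.36 ± 1.41 FPKM in control buds at 3 dat. Its adjusted p was under the limit and its log2 FC under 1 (log2 FC 0.96, SE 0.20, adjusted p = 0.0427 from limma), so that it was called with a pseudocount of 0.1 FPKM or without a fold change threshold. Isoform X1 (TR10857|c1_g1_i6) stood at 5.75 ± 0.946 against 2.56 ± 0.844 FPKM at 3 dat and did not pass (log2 FC 1.06, SE 0.28, adjusted p = 0.0797). At 1 dat the log2 FC of X2 was 0.08 in trees 5 and 6 and -0.04 over the 3 trees (adjusted p = 0.924; tree 4, 5.32 against 6.58 FPKM). That of X1 was -0.80 and -1.19 (adjusted p = 0.271; tree 4, 0.358 against 2.85 FPKM). Neither isoform of *AHK4* passed at 6 dat, at log2 FC of -0.08 for X2 and -0.11 for X1.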

AHK4 is also called cytokinin response 1 (CRE1) (Inoue et al., 2001) and showed up-regulated expression in response to hydrogen cyanamide (log_2_ FC transcript isoform X1 and X2: 1.2 and 1, respectively, **Figure 5A**). In many plant processes that include meristem activity, CKs are working in antagonism with auxins (Moubayidin et al., 2009). *YUCCA10* (*YUC10*) is a key enzyme in IAA biosynthesis and was down-regulated by hydrogen cyanamide treatment (log_2_ FC: 3, **Figure 5A**). This may support the antagonism between CKs and IAA also in endodormancy release in sweet cherry. 

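*YUC10* (TR26489|c0_g1_i1), for a monooxygenase of auxin synthesis, fell in treated buds at 3 dat, from 9.19 ± 1.06 to 3.62 ± 1.32 FPKM (SD, n = 3; log2 FC -1.27, SE 0.26, adjusted p = 0.0419 from limma). It fell at 6 dat too, from 5.27 ± 1.44 to 0.746 ± 0.264 FPKM (log2 FC -2.20, SE 0.34, adjusted p = 0.0268). At 1 dat it did not pass in trees 5 and 6 (log2 FC -0.32, adjusted p = 0.695) or in the 3 trees (-0.73, adjusted p = 0.257; tree 4, 2.58 with against 8.48 FPKM without treatment). Both calls of *YUC10* were lost without the treated library of tree 4 or 5 or any control library of the day (adjusted p up to 0.125 at 3 dat and 0.118 at 6 dat), and with the tree as a block (adjusted p = 0.0887 and 0.0809). They were also lost without a filter, and the call at 3 dat with isoforms summed. Without a filter few transcripts were called at all, 1 at 3 dat and 22 higher and 11 lower at 6 dat. Averaged over the 3 days the transcript was lower with hydrogen cyanamide (log2 FC -1.26, SE 0.18, adjusted p = 0.000355 without tree 4 at 1 dat, and a log2 FC of -1.40 with it). Of the auxin transport and response transcripts in the study’s tables, 1 of 7 rose and 0 fell (2 rose adjusted over the list alone) at 1 dat in trees 5 and 6, and 2 of 6 rose and 0 fell (3 rose adjusted over the list alone) over the 3 trees. At 3 dat 2 of 7 rose and 0 fell (2 rose adjusted over the list alone), and at 6 dat 1 of 8 rose and 0 fell (3 rose adjusted over the list alone). The study chose this list on these samples, so it is not independent evidence. Among them the ARGOS-like transcript TR26738|c0_g1_i2, from a family that promotes organ growth, had log2 FC of 1.79 in trees 5 and 6 and 1.77 in the 3 trees at 1 dat (adjusted p = 0.0176 and 0.000358; tree 4, 34.5 against 10.0 FPKM). The auxin-induced protein 15A transcript TR2960|c0_g1_i1 had 3.46 at 6 dat (adjusted p = 0.0116), lost without the control library of tree 4 (adjusted p up to 0.0539).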

We further analyzed the levels of IAA as well as of the CKs iP, *trans*-zeatin riboside (tZR), dihydrozeatin (DZ), and dihydrozeatin riboside (DZR) (**Figures 5C–F**). Over time, IAA levels decreased in both treatment groups, with a decrease from 500 to around 100 pmol/100 mg FW in control samples (**Figure 5B**). IAA levels were significantly lower in hydrogen cyanamide-treated samples compared to controls (two-way ANOVA: *p* = 0.01691, **Supplementary Data Sheet 7**), with a threefold difference in 6 dat, supporting its reported inhibitory effect on endodormancy release. iP was not detectable in hydrogen cyanamide treated samples, while control samples showed levels of 3–6 pmol/100 mg FW in the period of 3–15 dat (**Figure 5C**). This suggests a hydrogen cyanamide-induced decrease in iP. A reason for this could be pathway channeling toward tZR production as a result of hydrogen cyanamide treatment. tZR levels started to increase from day 3 after hydrogen cyanamide treatment with a peak at day 18, while control levels increased only at 12 dat (**Figure 5D**). Control levels peaked at day 15 with 11,300 pmol/100 mg FW, around double of the peak levels measured in hydrogen cyanamide-treated samples at day 8. DZ showed a significant remarkable increase from being initial zero to reaching levels of 25–39 pmol/100 mg FW over the period of day 8 to 18 following hydrogen cyanamide treatment whereas the level remained zero in control samples (**Figure 5E**). In general, DZ levels were significantly higher in treated compared to control flower buds (two-way ANOVA: *p* = 1.62E07, **Supplementary Data Sheet 7**). An even more distinct effect was observed on the levels of DZR upon hydrogen cyanamide treatment, where DZR showed a dramatic 4200-fold increase at 12 dat and onward (**Figure 5F**). Here, the overall effect of hydrogen cyanamide on DZR was significant (two way ANOVA: *p* = 0.03934, **Supplementary Data Sheet 7**). Taken together, these results demonstrate a significant hydrogen cyanamide-induced decrease in IAA and iP levels and significant, in part extremely high, increases in the levels of tZR (transiently), DZ and DZR. **Figure 5G** summarizes the factors in the CK pathway that were affected by hydrogen cyanamide treatment in this study.

**FIGURE 5:**
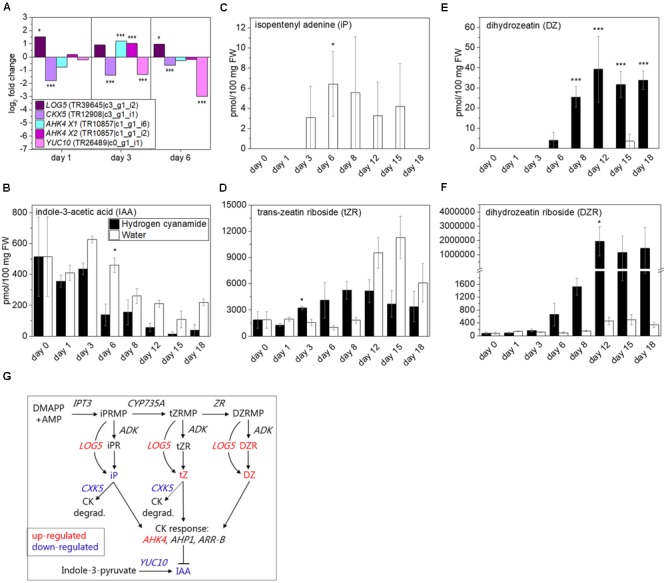
Effect of hydrogen cyanamide treatment on cytokinin- and IAA-associated transcripts **(A)** as well as IAA **(B)**, iP **(C)**, tZR **(D)**, DZ **(E)**, and DZR **(F)** levels in sweet cherry flower buds. Summary of factors belonging to the cytokinin pathway that were found to be influenced by hydrogen cyanamide treatment in this study **(G)**. Bars indicate ± SEM of three biological replicates. Asterisks in **(A)** indicate FDR as follows: ^∗^FDR ≤ 0.05, ^∗∗∗^FDR ≤ 0.001. Asterisks in **(C–F)** indicate *p*-values as follows: ^∗^*p* ≤ 0.05, ^∗∗∗^*p* ≤ 0.001 (Student’s *t*-test). Statistical analyses performed on **(B–F)** can be found in **Supplementary Data Sheet 7**. ADK, adenosine kinase; AHK4 X1, Arabidopsis histidine kinase 4 transcript isoform 1; AHP1, Arabidopsis histidine-containing phosphotransfer protein 1; AMP, adenosine monophosphate; ARR-B, Arabidopsis B-type response regulator; CK, cytokinin; CKX5, cytokinin dehydrogenase 5; degrad., degradation; DMAPP, dimethylallyl pyrophosphate; DZ, dihydrozeatin; DZR, dihydrozeatin riboside; DZRMP, dihydrozeatin riboside monophosphate; IAA, indole-3-acetic acid; iP, isopentenyl adenine; iPRMP, isopentenyl adenine monophosphate; LOG5, lonely guy 5; YUC10, yucca 10; tZR, *trans*-zeatin riboside; tZRMP, *trans*-zeatin riboside monophosphate.

### Oxidative Stress and Cell Wall Loosening

Reactive oxygen species (ROS) have been implicated in stress-induced flowering and associated to abiotic stresses like drought or starvation (Wada et al., 2010; Shimakawa et al., 2012). 

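*GRX* (TR23850|c0_g1_i1), for a glutaredoxin that reduces disulfides with glutathione, rose at 1 dat from 118 ± 18.0 FPKM in control to 807 ± 82.8 FPKM in treated buds of trees 5 and 6 (SD, n = 2; log2 FC 2.78, SE 0.13, adjusted p = 0.00202 from limma). *GRX* had a log2 FC of 2.67 over the 3 trees (SE 0.10, adjusted p = 2.03e-05; tree 4, 718 against 130.3 FPKM). It was higher at 3 dat, with 325 ± 161 against 93.5 ± 2.46 FPKM (SD, n = 3; log2 FC 1.68, SE 0.30, adjusted p = 0.0282), a call lost without the treated library of tree 4 or the control library of tree 4, 5 or 6 (adjusted p up to 0.105). At 6 dat it stayed under the fold change threshold (log2 FC 0.94, SE 0.10, adjusted p = 0.0101) except without the treated library of tree 5 or with no fold change threshold. The *GST* of Figure 6A (TR33680|c0_g2_i1) was at 41.8 and 14.8 FPKM in the treated libraries of trees 5 and 6 at 1 dat and at 19.3 FPKM in that of tree 4. The 3 control libraries list it at about 0, so that the size of its fold change depends on the pseudocount. It was called higher over the 3 trees at 1 dat (log2 FC 5.55, and 4.58 to 7.85 under the alternatives). The call held without each library (adjusted p up to 0.00225) and with the tree as a block (adjusted p = 0.00271). At 3 and 6 dat its treated libraries spread from 7.74e-06 to 18.9 and from 0.861 to 8.19 FPKM, and neither day passed (adjusted p = 0.248 and 0.346). Of the glutathione S-transferases in the study’s tables, 31 of 50 rose and 0 fell (48 rose adjusted over the list alone) at 1 dat in trees 5 and 6, and 42 of 51 rose and 0 fell (47 rose adjusted over the list alone) over the 3 trees. At 3 dat 22 of 48 rose and 0 fell (34 rose adjusted over the list alone), and at 6 dat 11 of 44 rose and 0 fell (22 and 2 adjusted over the list alone). Among them TR32331|c7_g1_i6 had log2 FC of 6.15 in trees 5 and 6 and 5.95 in the 3 trees at 1 dat (tree 4, 31.2 against 0.174 FPKM). Another, TR33081|c1_g2_i2, had 4.64 at 6 dat (adjusted p = 0.00605). For the 2-alkenal reductases there, 9 of 14 rose and 0 fell (11 rose adjusted over the list alone) at 1 dat in trees 5 and 6, and 12 of 14 rose and 0 fell (12 rose adjusted over the list alone) over the 3 trees. At 3 dat 6 of 14 rose and 0 fell (10 rose adjusted over the list alone), and at 6 dat 6 of 14 rose and 0 fell (10 rose adjusted over the list alone). Among them TR38019|c1_g1_i1 had a log2 FC of 5.70 at 6 dat (adjusted p = 0.00362). Both lists were chosen by the study on these samples, so their counts are not independent evidence of a direction.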

In our study, several oxidative stress-related transcripts showed a hydrogen cyanamide-induced increase in expression, among them *GST* (log_2_ FC: 21.4, **Figure 6A**) and *GRX* (log_2_ FC: 2.9, **Figure 6A**). These two genes were also shown to be co-expressed with CAS (**Table 5**). GRXs are oxidized by ROS and brought back to their original reduced state by glutathione (GSH). GSTs on the other hand catalyze the conjugation of GSH to xenophobic substances, decreasing their toxicity to the plant. In this case, their substrate could be hydrogen cyanamide. Taken together, this suggests an increase in GSH levels by hydrogen cyanamide treatment. Hydrogen cyanamide treatment decreased the expression of transcripts coding for the ROS-scavenging enzymes catalase 1 (*CAT1*) and manganese-containing superoxide dismutase (*Mn-SOD*) (log_2_ FC: -1/-1.4, **Figure 6A**). These results indicate a hydrogen cyanamide-induced increase in hydrogen peroxide and superoxide levels. 

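*Mn-SOD* (TR25086|c0_g1_i5), for the enzyme that turns superoxide into hydrogen peroxide, fell at 3 dat from 140.3 ± 23.7 FPKM in control to 51.2 ± 9.12 FPKM in treated buds (SD, n = 3; log2 FC -1.45, SE 0.17, adjusted p = 0.0102 from limma). At 1 dat it measured 85.7 ± 0.905 against 170.2 ± 11.0 FPKM in trees 5 and 6 (SD, n = 2; log2 FC -0.98, SE 0.08, adjusted p = 0.00822). *Mn-SOD* had a log2 FC of -0.94 over the 3 trees (adjusted p = 0.000378; tree 4, 83.4 against 149.6 FPKM), past the limit on p and short of the fold change threshold. *CAT1* (TR13462|c1_g1_i2), for a catalase that breaks down hydrogen peroxide, passed on no day, with log2 FC of -1.04 in trees 5 and 6 and -0.77 in the 3 trees at 1 dat (adjusted p = 0.105 and 0.0740; tree 4, 6.5 against 7.79 FPKM). It had -1.10 at 3 dat (adjusted p = 0.281), and -1.58 at 6 dat (adjusted p = 0.114). Averaged over the 3 days, *CAT1* was lower with hydrogen cyanamide (log2 FC -1.24, SE 0.28, adjusted p = 0.00843 without tree 4 at 1 dat, log2 FC -1.15 with it). This call was lost when the treated library of tree 4 at 3 dat was left out (log2 FC -0.98), with a pseudocount of 1 FPKM, and with isoforms summed. Of the peroxidases, thioredoxins and glutaredoxins in the study’s tables, 5 of 21 rose and 1 fell (10 and 1 adjusted over the list alone) at 1 dat in trees 5 and 6, and 9 of 21 rose and 1 fell (13 and 1 adjusted over the list alone) over the 3 trees. At 3 dat 7 of 21 rose and 1 fell (12 and 1 adjusted over the list alone), and at 6 dat 3 of 24 rose and 0 fell (10 rose adjusted over the list alone). This list was chosen on these samples and is not independent evidence. Thioredoxin H2 (TR2435|c0_g1_i1), which reduces disulfides, had log2 FC of 2.65 in trees 5 and 6 and 2.80 in the 3 trees at 1 dat (adjusted p = 0.00814 and 0.000194; tree 4, 54.4 against 5.92 FPKM). Monothiol glutaredoxin-S2 (TR31490|c0_g1_i1) had 2.30 at 6 dat (adjusted p = 0.00579).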

The inhibition of catalase enzyme activity by hydrogen cyanamide treatment has been shown previously (Shulman et al., 1986; Perez and Lira, 2005; Ben Mohamed et al., 2011), which is why we aimed to confirm this in our experiment. Catalase levels in sweet cherry flower buds had a level of 60 U/mg protein before treatment in this study (**Figure 6B**). From 1 dat, the activity decreased about one third to around 45 U/protein for the hydrogen cyanamide treated samples and returned to control levels only at 12 dat. In general, catalase activity increased in the opening buds, rising from 60 to 80–90 U/mg protein. Taken together, these results may indicate a hydrogen cyanamide-induced ROS signal.

**FIGURE 6:**
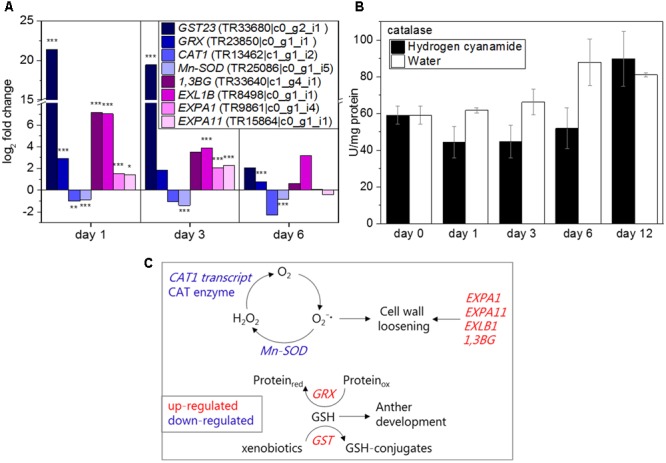
Effect of hydrogen cyanamide treatment on oxidative stress-associated transcripts **(A)** and catalase **(B)** levels in sweet cherry flower buds. Summary of factors belonging to the oxidative stress/cell wall loosening pathway that were found to be influenced by hydrogen cyanamide treatment in this study **(C)**. Bars indicate ± SEM of two biological replicates. Asterisks indicate FDR as follows: ^∗^FDR ≤ 0.05, ^∗∗^FDR ≤ 0.01, ^∗∗∗^FDR ≤ 0.001. 1,3BG, 1,3-beta-D-glucanase; CAT1, catalase 1; EXP, expansin; EXL, epansin-like; GRX, glutaredoxin; GST23, glutathione-*S*-transferase 23; Mn-SOD, manganese-containing superoxide dismutase.

There are very few genes and their encoded enzymes known to be specifically related to endodormancy release in trees. A group of enzymes that fits this description is the cell wall loosening enzymes, two of which were shown to be co-expressed with CAS in this study (**Table 5**), *1,3-β-D-GLUCANASE* (*1,3BG*) and *EXPANSIN-LIKE B1* (*EXLB1*). 1,3-β-D-glucanases are callose-degrading enzymes. 

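*1,3BG* (TR33640|c1_g4_i1) rose at 1 dat from 28.2 ± 1.69 FPKM in control to 212 ± 31.2 FPKM in treated buds of trees 5 and 6 (SD, n = 2; log2 FC 2.88, SE 0.13, adjusted p = 0.00189 from limma). The paper groups it with callose-degrading enzymes but annotates it as an endo-beta-D-glucanase of more than 1 linkage. The 3-tree log2 FC was 2.94 (SE 0.09, adjusted p = 1.22e-05), and tree 4 held 220.3 FPKM with and 26.1 FPKM without treatment. *1,3BG* was higher at 3 dat, with 86.8 ± 37.7 against 20.3 ± 1.11 FPKM (SD, n = 3; log2 FC 1.97, SE 0.29, adjusted p = 0.0166), and did not pass at 6 dat (log2 FC 0.72, adjusted p = 0.224). Its change with treatment differed between 6 and 1 dat by -2.22 (SE 0.38, adjusted p = 0.00553). The call at 3 dat was lost without the treated library of tree 4 or the control library of tree 4 or 6 (adjusted p up to 0.0690).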

In the present study, hydrogen cyanamide treatment increased *1,3-BG* expression (log_2_ FC: 6, **Figure 6A**). *EXLB1, EXPANSIN A1* (*EXPA1*), and *EXPANSIN A11* (*EXPA11*) (log_2_ FC: 7/2/2.3, **Figure 6A**), belong to the expansins. These transcript level results indicate a hydrogen-cyanamide induced cell-wall loosening and expanding. **Figure 6C** summarizes the factors in the oxidative stress/cell wall loosening pathway that were affected by hydrogen cyanamide treatment in this study.

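*EXLB1* (TR8498|c0_g1_i1), an expansin-like gene, rose at 1 dat from 0.211 ± 0.111 FPKM in control to 25.2 ± 5.78 FPKM in treated buds of trees 5 and 6 (SD, n = 2; log2 FC 5.17, SE 0.30, adjusted p = 0.00361 from limma). *EXLB1* had a log2 FC over the 3 trees of 4.82 (SE 0.37, adjusted p = 0.000366; tree 4, 10.8 against 0.148 FPKM). *EXPA1* (TR9861|c0_g1_i4), for a protein that loosens cell walls during growth, reached 358 ± 89.1 FPKM with and 74.6 ± 27.4 FPKM without treatment at 3 dat (SD, n = 3; log2 FC 2.29, SE 0.27, adjusted p = 0.00983). At 1 dat *EXPA1* did not pass in trees 5 and 6 (log2 FC 1.30, SE 0.23, adjusted p = 0.0645). It was called in the 3 trees (log2 FC 1.33, adjusted p = 0.00272; tree 4, 63.8 against 23.9 FPKM), and at 6 dat its log2 FC was -0.22 (adjusted p = 0.537). *EXPA11* (TR15864|c0_g1_i1) was higher at 3 dat, with 11.2 ± 1.72 against 2.68 ± 1.15 FPKM (log2 FC 1.93, SE 0.29, adjusted p = 0.0167). It did not pass at 1 dat (log2 FC 0.99 in trees 5 and 6 and 1.18 over the 3 trees; tree 4, 2.85 against 0.643 FPKM), except over the 3 trees with isoforms summed or all 21 libraries in 1 fit, or at 6 dat (0.25). *EXLB1* was also higher at 3 dat (log2 FC 2.41, SE 0.45, adjusted p = 0.0300) and not called at 6 dat (log2 FC 2.17, adjusted p = 0.113). The call at 3 dat was lost without the treated library of tree 4 or 5 or the control library of tree 4 or 6 (adjusted p up to 0.108) for *EXLB1*. For *EXPA1* it was lost without the control library of tree 6 (adjusted p up to 0.0514), and for *EXPA11* without the treated library of tree 4 or 5 or the control library of tree 4 or 6 (adjusted p up to 0.0714). Of the cell wall enzymes and expansins in the study’s tables, 12 of 35 rose and 1 fell (22 and 3 adjusted over the list alone) at 1 dat in trees 5 and 6, and 18 of 34 rose and 3 fell (23 and 3 adjusted over the list alone) over the 3 trees. At 3 dat 12 of 32 rose and 1 fell (19 and 5 adjusted over the list alone), and at 6 dat 1 of 33 rose and 0 fell (6 and 1 adjusted over the list alone). The study chose this list on these samples, so it is not independent evidence. Cellulose synthase-like protein G3 (TR13639|c2_g1_i10) had log2 FC of 4.60 in trees 5 and 6 and 4.66 over the 3 trees at 1 dat (adjusted p = 0.00562 and 7.01e-05; tree 4, 16 against 0.104 FPKM).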

## Discussion

Hydrogen cyanamide is a frequently used agrochemical that successfully advances bud break in a variety of fruit trees. This offers an experimental system to study the molecular mechanisms of bud dormancy release, where knowledge is scarce. Here, using RNAseq, we analyzed the full spectrum of expression changes induced by hydrogen cyanamide treatment in sweet cherry flower buds at three different time points after treatment. We saw a trend of a decrease in transcript up-regulation with a concomitant increase in the down-regulation of gene expression (**Figure 2A**). To complete these results, we extracted and detected a range of phytohormones and their precursors and conjugates in both hydrogen cyanamide-treated and untreated flower buds. These results led to a focus on the effect of hydrogen cyanamide on three pathways: the jasmonate, the hydrogen cyanide and the cytokinin pathway (**Figure 7**), discussed in detail in the following sections.

**FIGURE 7:**
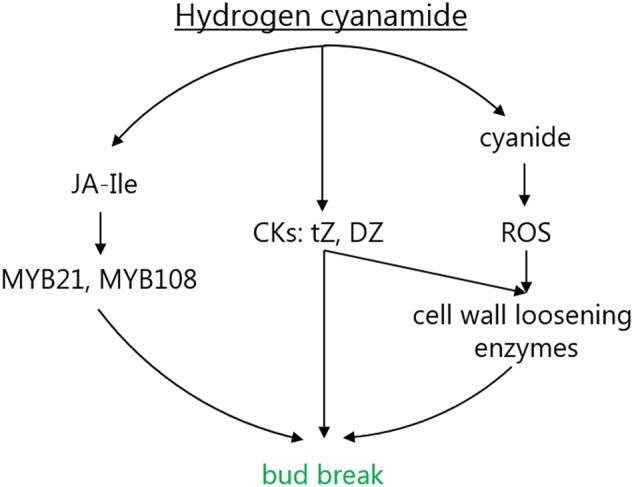
Proposed mode of action for the hydrogen cyanamide-induced acceleration of flowering time in sweet cherry. CKs, cytokinins; DZ, dihydrozeatin; DZR, dihydrozeatin riboside; Ja-Ile, jasmonoyl-isoleucine; ROS, reactive oxygen species; tZR, *trans*-zeatin riboside.

### Jasmonate

In Arabidopsis, jasmonate has been associated with flower development in a range of recently reviewed studies (Wasternack et al., 2013). Mutants impaired in jasmonate biosynthesis showed a common phenotypic pattern. The Arabidopsis mutant *dad1 (defective in anther dehiscence)*, which is JA-deficient, exhibited negative effects on anther dehiscence, pollen maturation and also flower opening (Ishiguro et al., 2001). The Arabidopsis *opr3* mutant is male-sterile, and can be restored by exogenous JA (but not OPDA) application, indicating functions for JA in the elongation of the anther filament, the opening of the stomium at anthesis, and the production of viable pollen (Stintzi, 2000). Also the knock-out of AOS leads to male sterility in Arabidopsis (Sanders et al., 2000). Furthermore, specific targets of jasmonate in the regulation of flower development have been identified in Arabidopsis: the myb transcription factors MYB21 and MYB108 (Mandaokar et al., 2006; Mandaokar and Browse, 2009; Song et al., 2011). It has been proposed that JAZ1 represses MYB21 and MYB108 in the absence of JA-Ile. As soon as JA-Ile binds to COI1, JAZ1 is targeted for proteasomal degradation and MYB21 and the downstream MYB108 are able to regulate stamen and pollen maturation (Mandaokar and Browse, 2009; Song et al., 2011). The transient increase of JA-Ile in response to hydrogen cyanamide in our study (**Figure 3C**) together with the mentioned up-regulation of jasmonate-associated transcripts strongly indicate an effect of hydrogen cyanamide on flower development in sweet cherry in a jasmonate- and MYB21/MYB108-dependent manner. Due to the bud break-inducing effect of hydrogen cyanamide, it may be hypothesized that jasmonate is additionally involved in flower opening in sweet cherry. To the best of our knowledge, this is the first study describing the role of jasmonate in flowering time of perennials.

In conclusion, we present here strong evidence for a role of jasmonates in hydrogen cyanamide-induced bud break. The hydrogen cyanamide-induced transient increase in JA-Ile may here result in induction of *MYB21* and *MYB108* expression and therefore possibly stamen and pollen maturation. These effects may extend to naturally occurring endodormancy release in sweet cherry.

### Hydrogen Cyanide

Hydrogen cyanide has been shown to induce seed germination in sunflower seeds independent of ethylene (Oracz et al., 2007, 2008) and to increase bud break in grapevine (Tohbe et al., 1998). It has been hypothesized to mediate its effect via inhibition of antioxidant enzymes like catalase (Hendricks and Taylorson, 1975). The presence of hydrogen cyanide thus causes increased levels of ROS like hydrogen peroxide. It is important to note here, that hydrogen cyanamide itself inhibits catalase activity (Amberger, 2013), meaning HC could be directly responsible for increased ROS levels. In this study we were able to confirm that hydrogen cyanamide decreased catalase activity (**Figure 6**). ROS have been shown to influence gene expression (Mittler et al., 2011), and may do so also in hydrogen cyanamide-induced and natural bud break. Hydrogen peroxide was shown to induce bud break in Japanese pear [*Pyrus pyrifolia* (Burm.) Nak.] (Kuroda et al., 2002) and its levels were correlated with endodormancy progression in Japanese pear and Japanese litchi (*Litchi chinensis* Sonn.) (Kuroda et al., 2002; Zhou et al., 2012). Hypoxia and hydrogen cyanamide treatments increased hydrogen peroxide levels in grapevine flower buds (Vergara et al., 2012a). Ethylene treatment of grapevine flower buds increased the transcript levels of different antioxidant enzymes (Vergara et al., 2012a). In grapevine flower buds, increased levels of hydrogen peroxide, super oxide and nitric oxide were detected via fluorescence microscopy as soon as 12 h after hydrogen cyanamide treatment (Sudawan et al., 2016).

Potential targets for ROS-induced changes in gene expression include cell wall loosening and expanding enzymes, a number of which were found to be differentially expressed in sweet cherry (*1,3BG, EXP1A, EXP11A, EXL1B*) (**Figure 6**). In poplar (*Populus* sp.), 1,3BG breaks down callose deposited at plasmodesmata during endodormancy, thereby enabling transport of the FT protein to the shoot apical meristem and flower induction (Rinne and van der Schoot, 2003; Rinne et al., 2011). Expansins are non-enzymatic proteins that are hypothesized to bind to the cell wall and to disrupt the hydrogen bonds between cellulose and hemicellulose, causing the cell wall to expand (Cosgrove, 2000). β-Expansins have been reported in flower bud development in tomato (*Lycopersicum esculentum* L.) (Reinhardt et al., 1998). Further, α- and β-expansins were found to play a role in the opening and senescence of *Mirabilis jalapa* L. flowers (Gookin et al., 2003). In the petals of rose (*Rosa hybrida* L.), the expansion rate (creep rate) and the expression of different alpha-expansins peaked at flower opening (Yamada et al., 2009). Interestingly, ROS are able to regulate cell wall expansion independent of expansins as well. ROS produced by NADPH oxidase induced cell expansion via activation of calcium channels in Arabidopsis (Foreman et al., 2003).

Taken together, our results may support a hypothesis, where hydrogen cyanamide induces the production of hydrogen cyanide, which in turn inhibits catalase, resulting in increased ROS levels. ROS may then act as transcriptional activators of cell wall loosening-associated transcripts.

### Cytokinins

Cytokinins have previously been associated with hydrogen cyanamide induced and natural bud break. Hydrogen cyanamide treatment sharply induced tZR levels right before bud burst in apple (Cutting et al., 1991) and grapevine (Lombard et al., 2006). During natural bud break in poplar, tZ and tZR were increased in the course of bud dormancy release (Hewett and Wareing, 1973). External application of iP and tZ counteracted the negative effect of darkness on bud burst in rose (Roman et al., 2016). When Arabidopsis plants were grown in continuous light to induce flowering, iP and tZ were increased after 30 h compared to controls (Corbesier et al., 2003). The Arabidopsis *ckx3 ckx5* double mutant formed larger inflorescences and floral meristems, supporting a role for cytokinins in regulating flower size. Additionally, the double mutant showed a 55% increase in seed yield, due to the increased cytokinin content (Bartrina et al., 2011). Treatment with the synthetic CK 6-benzylaminopurine (BAP) increased the bud burst in 12 species of oak (*Quercus*) (Brennan et al., 2015). Another synthetic CK, thidiazuron, has been used as an alternative to hydrogen cyanamide to increase bud break in apple and fig (*Ficus carica* L.) (Wang et al., 1986, 1991; Theron et al., 2011). Thidiazuron has been further used to improve the flower opening and vase life of Dutch iris (*Iris x hollandica*) (Macnish et al., 2010). Considering that hydrogen cyanamide increased tZR content in our as well as in previous studies, this indicates a similar mechanism of action for hydrogen cyanamide, thidiazuron as well as BAP. Contrasting to its positive effect on bud break in other studies, we found that iP was negatively regulated by hydrogen cyanamide in sweet cherry.

For DZ, the knowledge on its effect on the regulation of flowering time is scarce. DZR nearly doubled in the period before bud break in mango (*Mangifera indica* L.) (Upreti et al., 2013). Surprisingly, DZ induced the induction of female organs in male flowers of two *Vitis* species (Hashizume and Iizuka, 1971). To the best of our knowledge, DZ levels in response to hydrogen cyanamide treatment have not previously been reported. Hydrogen cyanamide increased DZ and DZR levels dramatically, indicating a very distinct effect. Concerning targets of CK action in flowering time regulation, several factors have been described in poplar and Arabidopsis. In poplar, transgenic up-regulation of the AP/ERF family transcription factor *EARLY BUD BREAK 1* (*EBB1*) caused early bud break and enlarged, poorly differentiated meristems (Yordanov et al., 2014). *EBB1* expression was induced by a combination of IAA and BAP (Busov et al., 2016). Overexpression of *IPT4* in Arabidopsis plants leads to increased CK levels and transcriptional activation of *CUP-SHAPED COTYLEDON* (*CUC2*) and *CUC3* via the CK receptor (Li et al., 2010). Arabidopsis plants treated with BAP at non-inductive conditions flowered due to transcriptional activation of *TWIN SISTER OF FT* (*TSF*), *FLOWERING LOCUS D* (*FD*) and *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*SOC1*) (D’Aloia et al., 2011). The Arabidopsis mutant *amp1* (*altered meristem program 1*) accumulated high levels of CKs and flowered early, indicating Amp1 as a negative regulator of the CK pathway and therefore flowering (Chaudhury et al., 1993). Neither *EBB1, CUC2, CUC3, TSF, FD nor SOC1* were found to be significantly induced by hydrogen cyanamide in sweet cherry, indicating that CKs may act via different targets in sweet cherry bud break. CKs may also have a controlling effect on expansins. It has been shown that benzyladenine treatment stabilizes soybean (*Glycine max* L.) cim1 mRNA, which codes for a group 1 allergen, belonging to the expansins (Downes and Crowell, 1998). We hypothesize therefore that the demonstrated hydrogen cyanamide-induced increased levels of tZ and DZ act on expansins or yet unknown targets to accelerate flower opening.

In summary, this study provided a deep analysis of the metabolic changes during controlled endodormancy release in sweet cherry. The results suggest a mechanism of action for hydrogen cyanamide-induced bud break that involves the activation of three pathways: the jasmonate, the hydrogen cyanide and the cytokinin pathway. Jasmonate’s effect on flower development and opening, hydrogen cyanide’s inductive effect on bud break (potentially via ROS) and cytokinins effect on cell wall expansion make all three of these pathways great targets for further research of endodormancy release in fruit tree buds. To further investigate their importance, future studies should focus on mutating key genes in these pathways. It is important to know whether these results can be transferred to natural endodormancy release sweet cherry. Another focus may be the identification of alternatives to hydrogen cyanamide, enabling the agricultural industry to combat the effects of climate change on flowering time in an environmentally friendly way. Especially cytokinins and jasmonates have great potential here.

## Author Contributions

II designed and performed most of the experiments and wrote the manuscript, GL-O and AB-C designed and performed the hydrogen cyanamide experiment, MB designed and performed the phytohormone analysis, AJ assisted with the bioinformatics analyses, OG assisted with the expression quantification, BM designed the experiments and contributed to the writing of the manuscript, and RS-P designed and supervised the experiments and contributed to the writing of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://figshare.com/s/6a1f0b1e9334558fa3c4

## Supplementary Material

DATA SHEET 1 List of differentially expressed genes in hydrogen cyanamide treated flower buds at 1, 3, and 6 dat including the corresponding enriched GO terms.

DATA SHEET 2 List of differentially expressed genes in hydrogen cyanamide-treated flower buds independent of the development effect, including the most enriched GO terms.

DATA SHEET 3 Most represented KEGG pathways among the differentially expressed genes.

DATA SHEET 4 Sequences of the hydrogen cyanamide-responsive genes discussed in this study.

DATA SHEET 5 Three clusters of hydrogen-cyanamide responsive genes and the respective most enriched GO terms.

DATA SHEET 6 List of DEGs that were co-expressed with CAS.

DATA SHEET 7 Results of two way ANOVA performed on phytohormone levels in sweet cherry flower buds treated with hydrogen cyanamide or with water as control at 0, 1, 3, 6, 8, 12, 15, and 18 dat.

IMAGE 1 Pipeline used for RNA sequencing analysis of hydrogen cyanamide (HC)-treated and control flower buds of sweet cherry. CAS, beta-cyanoalanine synthase; DEGs, differentially expressed genes; GO, gene ontology.

IMAGE 2 Heatmap depicting log2 FCs of the 30 most up-regulated **(A)** and down-regulated **(B)** transcripts following hydrogen cyanamide treatment. The transcripts with highest log2 FC on any day after treatment where chosen as the most up-regulated; transcripts (rows) were clustered using hierarchical clustering (complete linkage, cosine similarity). Green, orange, pink, and yellow marks indicate the four resulting clusters. Red = up-regulated, blue = down-regulated, white = unchanged.

IMAGE 3 Quantitative real time polymerase chain reaction validation of the differential expression of nine sweet cherry genes in response to hydrogen cyanamide and control treatment of flower buds, respectively. Asterisks indicate *p*-values as follows: ^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01, ^∗∗∗^*p* ≤ 0.001 (Student’s *t*-test). 1,3BG, 1,3-beta-D-glucancase; ABR1, ABA repressor 1; ACO, 1-aminocyclopropane-1-carboxylate oxidase; BGD, cyanogenic beta-glucosidase; CAS, cyanoalanine synthase; GST, glutathione-*S*-transferase; MDL1, mandelonitrile lyase 1; PAL1, phenylalanine ammonia lyase 1.

IMAGE 4 Salicylic acid, abscisic acid, 1-aminocyclopropane-1-carboxylate, *trans*-zeatin-7-*N*-glucoside, *trans*-zeatin-9-*N*-glucoside, and *trans*-zeatin-*O*-glucoside levels in hydrogen cyanamide treated and control flower buds of sweet cherry at different time points after treatment. Bars indicate ± SEM of three biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

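RNA was sequenced from flower buds of 3 sweet cherry trees, numbered 4, 5 and 6 in the sample labels and replicates 1, 2 and 3 of every group, untreated at day 0 and after spraying with hydrogen cyanamide or water at 1, 3, and 6 dat. The authors prepared stranded mRNA libraries, trimmed the reads with Trimmomatic 0.33, assembled transcripts with Trinity, mapped the reads with STAR, whose version the paper does not give, and estimated FPKM with eXpress 1.5.1. The table deposited by the authors gives FPKM of 112043 transcripts in 21 libraries, without counts, so the depth behind a value is unknown and no counting interval is given. FPKM summed to 671152 to 760090 per library, a ratio of 1.133, and 20 of 21 libraries correlated most closely with a library of their own group. No reference genome or annotation was used, and transcripts are named by the paper’s matches to proteins of other species.

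Transcripts with a mean of at least 0.5 FPKM over the libraries compared were tested with limma 3.58.1 in R 4.3.3, with moderated variances and a trend on the mean level, on log2(FPKM + 0.5). A transcript was called at an adjusted p (Benjamini-Hochberg) of at most 0.05 and an absolute log2 FC of at least 1, the paper’s thresholds, whereas the paper tested with EBSeq. Treated and control buds were compared at each day, only with the libraries of that day, and over the 18 libraries for the average of the 3 days and for differences between days. At 1 dat the paper used 2 replicates per group that its text does not name, and the log2 FC of its tables matched trees 5 and 6 (1548 of 1794), a match made after the data were seen, so that values over these trees come first. The mean FPKM of the same tables matched means of 3 libraries with tree 4 exchanged between the groups. Each group was also compared with day 0, which the paper did not do. Day 0 was sampled at another time of day, and the other groups came from branches kept in a warm chamber with constant light. Transcripts called at 2 or 3 days were clustered by k-means (k of 3, 50 starts) on standardized log2 FC with the kmeans function of R 4.3.3. Co-regulation with the 4 *CAS* isoforms was measured over 9 log2 ratios, for each tree and day, with exact permutation tests over all orders, in scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 under Python 3.11.15. Figures were drawn with matplotlib 3.10.9.

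Transcripts named in the text were chosen by a rule set before the data were examined, when the fold changes of the study’s tables had been seen. It takes every transcript the study names with an identifier, and the 10 highest and 10 lowest called transcripts with a description at each day and in the average (non-overlapping groups and at least 5 FPKM in the higher group). With 3 against 3 libraries chance gives non-overlapping groups in 10% of transcripts, and with the larger groups of the average in far fewer. The rule also takes 2 members of each list at 1 and 6 dat, and 5 highest and 5 lowest at 6 dat against day 0. Of these the text names only a part, those with a described function, picked after their values were seen. The 19 lists of 670 entries were taken from descriptions in the study’s tables, of which 3 are held only in part: 12-oxophytodienoate reductases, 2-alkenal reductases, glutathione S-transferases, UDP-glycosyltransferases, cytochrome P450 enzymes, phenylpropanoid and flavonoid enzymes, transcription factors of the ERF, WRKY and NAC families, MADS-box and flowering genes, gibberellin genes, auxin genes, cell wall enzymes and expansins, sulfate assimilation, heat shock proteins, hypoxia-associated genes, peroxidases with thioredoxins and glutaredoxins, cytosolic ribosomal proteins, cell cycle genes, anther and pollen markers, and green tissue markers. Since the same trees gave every group, the tree was tried as a block. Deviations from group means correlated across transcripts at -0.015 to 0.059 between the treated and control library of a tree and day, and at up to 0.126 between libraries of different trees. The other alternatives were pseudocounts of 0.1 and 1 FPKM, no filter and a minimum mean of 1 FPKM, rescaling by median ratios, isoforms summed per assembled gene, array weights, no fold change threshold, all 21 libraries in 1 fit, ratios of mean FPKM without a pseudocount, leaving out each library, and, for clusters and co-regulation, a k of 4, unstandardized values and other sets of libraries. The calls were tested on simulated data made from the libraries, with 100 transcripts changed by an absolute log2 FC of 1.5 and 100 by 3. At 1 dat 9% and 41% of these were called with 2 libraries per group and 51% and 86% with 3, at 3 dat 43% and 79%, and at 6 dat 34% and 75%.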

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

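All tests in this part were set before the data were examined, apart from leaving out tree 4 at 1 dat, added after the data were seen. The change with hydrogen cyanamide differed between days by a test of the difference itself (limma, 18 libraries) for 95 transcripts between 3 and 1 dat, 1005 between 6 and 1 dat, and 202 between 6 and 3 dat. Without tree 4 at 1 dat these numbers were 16 and 414 for the comparisons with 1 dat. Between 3 and 1 dat, 22, 48, and 39 were called without the treated library of tree 4, 5 or 6 at 1 dat, 34, 32, and 37 without its control library, 21 and 147 without the treated library of tree 4 or 5 at 3 dat, and 44 and 24 without the control library of tree 4 or 6 there. Between 6 and 1 dat, 622 and 654 were called without the treated library of tree 6 or the control library of tree 5 at 1 dat, and 663 without the control library of tree 4 at 6 dat. Between 6 and 3 dat, leaving out the control library of tree 4 or 6 at 3 dat gave 81 each, and the treated library of tree 5 or the control library of tree 4 at 6 dat 96 and 108. Of 100 relabellings of treated and control within the days, 5, the real labels included, gave as many calls between 3 and 1 dat as the real labels (highest other 576), so these relabellings do not exclude chance there. Counting the real labels, 2 did for 6 and 1 dat (highest other 3328) and 3 for 6 and 3 dat (highest other 5269). Relabelling also breaks up the treatment effect within each day, so these shares cannot decide whether the effect differs between days by chance. The larger counts came from relabellings with most libraries of a day exchanged. These mostly turn the treatment effect of that day round, so that the difference adds up the effects of the 2 days. A large count then follows from the treatment effect itself and is no measure of chance.

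Named transcripts called in these tests, with the difference in log2 FC, were as follows. Between 3 and 1 dat they were *CAS* at -1.52 (not called without treated tree 4, 5 or 6 or control tree 4, 5 or 6 at 1 dat, treated tree 4 or control tree 4, 5 or 6 at 3 dat, adjusted p up to 0.0877), the MADS-box transcript *AGL24* (TR32357|c2_g2_i7) at -1.07 (not called without treated tree 4, 5 or 6 or control tree 4, 5 or 6 at 1 dat, treated tree 4 or 5 or control tree 4 or 6 at 3 dat, adjusted p up to 0.0897, or with the tree as a block, adjusted p = 0.0607), and serine acetyltransferase (TR8310|c0_g1_i1), which makes the precursor of cysteine, at -1.57. For 6 and 1 dat, of cyanide and sulfur metabolism, *CAS* differed by -2.15, *CAS* isoform 4 by -2.57 (not called without treated tree 4, 5 or 6 or control tree 4 or 5 at 1 dat, treated tree 6 or control tree 4 or 6 at 6 dat, adjusted p up to 0.0789, or with the tree as a block, adjusted p = 0.0508), *NIT4A* by -1.10, serine acetyltransferase by -2.19, ATP sulfurylase (TR11448|c3_g1_i1) by -1.84 (not called without treated tree 6 or control tree 5 at 1 dat, treated tree 5 or control tree 5 at 6 dat, adjusted p up to 0.0540), *BGD* by -2.46 (not called without treated tree 4, 5 or 6 or control tree 5 or 6 at 1 dat, treated tree 4 or 6 or control tree 4 or 6 at 6 dat, adjusted p up to 0.102), and *UGT85A19* by 1.85 (not called without treated tree 4 or 5 or control tree 5 or 6 at 1 dat, control tree 4 or 5 at 6 dat, adjusted p up to 0.0726). Among hormone and redox transcripts, *OPR2* differed by -6.03, *ACO* by -3.93, *SAMS 3* by -1.45, *IPT3* by -3.0, gibberellin 2-beta-dioxygenase 1 (TR11635|c0_g3_i1) by -6.23, *GRX* by -1.73, glutathione S-transferases (TR32331|c7_g1_i6) and TR33680|c0_g4_i3 by -3.53 and -4.68, furanone reductase (TR25493|c0_g1_i4) by -4.57, and hemoglobin by -4.17. *1,3BG* differed by -2.22, *EXPA1* by -1.56 (not called without treated tree 4 or control tree 5 at 1 dat, treated tree 5 or control tree 4 at 6 dat, adjusted p up to 0.0601), *PAL1* by -1.46, a CYP94A1-like P450 (TR13400|c2_g1_i2) by -4.68, an anthocyanidin glucosyltransferase (TR38581|c2_g2_i5) by -4.51 (not called without treated tree 5 or 6 or control tree 5 or 6 at 1 dat, treated tree 5 or control tree 4 or 5 at 6 dat, adjusted p up to 0.0734), lipid-transfer proteins (TR20712|c0_g1_i1) and TR24771|c0_g1_i1 by -2.85 (not called without treated tree 4, 5 or 6 or control tree 5 or 6 at 1 dat, treated tree 4, 5 or 6 or control tree 4 or 6 at 3 dat, treated tree 5 or 6 or control tree 5 at 6 dat, adjusted p up to 0.121, or with the tree as a block, adjusted p = 0.0590) and -3.67, and a fatty acid desaturase (TR26734|c4_g2_i1) by -5.67 (-0.02 and not called with isoforms summed). Class I small heat shock proteins (TR24076|c0_g2_i1 and TR32318|c0_g1_i10) differed by -5.40 and -4.14, HSP70-8 (TR1668|c0_g1_i1) by -2.07 (not called without treated tree 4, 5 or 6 or control tree 4 or 5 at 1 dat, treated tree 5 or 6 or control tree 4 or 5 at 6 dat, adjusted p up to 0.0878), photosystem II protein psbY (TR15638|c0_g1_i1) by -1.70 (not called without treated tree 6 or control tree 5 at 1 dat, control tree 4 at 6 dat, adjusted p up to 0.0532), histone H2B.3 (TR41395|c0_g1_i1) by -2.75 (not called without treated tree 5 or 6 or control tree 5 at 1 dat, treated tree 5 at 6 dat, adjusted p up to 0.0603), and cold shock protein CS120 (TR25329|c1_g1_i2) by 1.59 (not called without treated tree 4 or 6 or control tree 4 or 5 at 1 dat, treated tree 5 or control tree 4 or 5 at 6 dat, adjusted p up to 0.0774). For 6 and 3 dat the differences were -3.65 (not called without treated tree 4 or 5 or control tree 4 or 6 at 3 dat, treated tree 5 or 6 or control tree 4 or 5 at 6 dat, adjusted p up to 0.0892) for *OPR2*, -3.41 for the dehydration-responsive RD22 (TR13578|c2_g4_i1), 1.99 (not called without control tree 4 or 6 at 3 dat, control tree 4 or 5 at 6 dat, adjusted p up to 0.0661) for CS120, -4.87 for the desaturase (0.33, the other way and not called, with isoforms summed), 1.99 (not called without treated tree 5 or control tree 4 or 6 at 3 dat, treated tree 5 or control tree 5 at 6 dat, adjusted p up to 0.0686) for a cold-regulated protein (TR34290|c0_g1_i1), -2.97 (not called without treated tree 5 or control tree 4 or 6 at 3 dat, control tree 4 or 5 at 6 dat, adjusted p up to 0.0874) for hemoglobin, and -2.51 for *EXPA1*.

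Day 0, which the paper sequenced but did not compare, gave calls against every other group. It was sampled at another time of day, and the later groups came from cut branches kept in a warm, constantly lit chamber. These comparisons therefore cannot tell the progress of the buds from the move into the chamber. Against water-treated buds 3388 transcripts were called at 1 dat, 3777 at 3 dat, and 9685 at 6 dat. Against treated buds there were 4542 at 1 dat, 6895 at 3 dat, and 10554 at 6 dat. The count for water at 1 dat was 1833, 1399, and 1652 without the control library of tree 4, 5 or 6, 1811 without the day 0 library of tree 6, and 1644 with the tree as a block. For water at 3 dat it was 1673 and 1428 without the control library of tree 5 or 6 and 2165 and 1775 without the day 0 library of tree 4 or 6. Treated buds at 1 dat gave 2840 without the treated library of tree 6, and at 3 dat 4552 and 4496 without the treated library of tree 4 or the day 0 library of tree 6.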

How the results depend on the processing

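The ratios without tree 4 at 1 dat for the average and for the differences between days, and the alternatives for the lists and isoforms, were chosen after seeing the data. Of the named transcripts under every alternative, 14578 values stayed on the same side of the threshold in the same direction, 664 were no longer called, 220 were newly called, 179 values not called changed sign, and 2 called values reversed. Counts stayed within 1.5 times in 321 cases and moved further in 106, whose values follow and of which the cause was not tested. Without a filter, 407 transcripts were lower at 1 dat, 1 was higher and 0 lower at 3 dat, and 22 were higher and 11 lower at 6 dat, with 2149 and 2067 for water at 1 and 3 dat against day 0, 16 called at 2 or 3 days, 7 in the largest cluster, 324 calls over the lists and 15 over the isoforms. The unadjusted p was under 0.05 for 12824 transcripts at 3 dat in the limma fit with the filter. With the tree as a block, 340 were lower at 1 dat, 398 lower at 3 dat, 264 higher and 141 lower at 6 dat, and 1644 called for water at 1 dat against day 0. With no fold change threshold, 2888 were higher and 1715 lower at 1 dat, 1898 higher and 1052 lower at 3 dat, 6110 higher and 5964 lower in the average, and 5518 called for water at 1 dat against day 0. With all 21 libraries in 1 fit, 2110 were higher and 1290 lower at 3 dat, 1550 higher and 1511 lower at 6 dat, and 6031 called for water at 3 dat against day 0. Array weights gave 508 lower at 6 dat and 223 differences between 3 and 1 dat. Isoforms summed per assembled gene gave 1162 higher and 491 lower in the average, differences of 276 between 3 and 1 dat and 413 between 6 and 3 dat, and, against day 0, 6151 for water at 6 dat, 2999 for treated buds at 1 dat and 6915 at 6 dat. A pseudocount of 0.1 FPKM gave 2018 lower in the average and a pseudocount of 1 FPKM 561. Leaving out 1 library or, at 1 dat, both libraries of a tree gave 900 to 1524 higher and 170 to 450 lower at 1 dat (1228 to 1524 and 311 to 450 without 1 library), 267 to 1061 and 65 to 536 at 3 dat, and 132 to 442 and 35 to 254 at 6 dat. For differences between days the ranges were 16 to 147 (3 and 1 dat) and 414 to 1179 (6 and 1 dat), or 21 to 147 and 622 to 1179 without 1 library, and 81 to 273 (6 and 3 dat). Against day 0 they were 1399 to 2946 for water at 1 dat, 1428 to 3174 at 3 dat, 2840 to 4119 for treated buds at 1 dat and 4496 to 5834 at 3 dat, and those at 6 dat stayed within 1.5 times. The count co-regulated with all *CAS* isoforms was 18 over log2 levels of the 21 libraries, 506 over the treated and 0 over the control libraries, 7 without the 2 farthest values, 4 and 230 with pseudocounts of 0.1 and 1 FPKM, and 70 to 161 without both libraries of a tree at 1 dat. The log2 FC of RD22 (TR13578|c2_g4_i1) in treated buds reversed with isoforms summed at 1 dat (-0.18), as did the difference between 6 and 3 dat of the desaturase TR26734|c4_g2_i1 (0.33). Of relations that passed over the 9 ratios, r reversed over the 9 control libraries for *CAS* with *NIT4A* (-0.201) and *OPR2* (-0.037), isoform 2 with *EXLB1* (-0.085), isoform 3 with *NIT4A* (-0.347) and *OPR2* (-0.039), and isoform 4 with *EXLB1* (-0.02) and *1,3BG* (-0.049).  Of those that had not passed, it was negative there for isoform 2 with *ACO* (-0.486), *GST23* (-0.399) and *OPR2* (-0.329), the last also with a pseudocount of 0.1 FPKM (-0.168). Clusters held 434, 130, 235, and 176 transcripts with a k of 4 and 214, 195, and 566 without standardizing.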

Differences from the paper's values

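The alternatives named here were set before the data were examined, and a paper’s value is called reached when the value under a setting came within the SD over the trees for a log2 FC, within the jackknife SE for r, and within 1.5 times for a count. Values at 1 dat are those of the 3 trees, a wider group than the paper’s 2 replicates, and leaving out tree 4 gives those of trees 5 and 6. Of 83 fold changes, 35 differed. The ratio of means is the log2 ratio of mean FPKM without a pseudocount.

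*AOS* had a log2 FC of 1.30 here and 1.55 in the paper at 1 dat (reached with the ratio of means without tree 4). *OPR2* had a log2 FC of 6.53 here and 7.9 in the paper at 1 dat (reached with a pseudocount of 0.1 FPKM, the ratio of means without tree 4, leaving out tree 4, or leaving out the control library of tree 4), and 4.15 here and 5.05 in the paper at 3 dat (reached with a pseudocount of 0.1 FPKM or the ratio of means). *ACX4* had a log2 FC of 1.05 here and 1.24 in the paper at 1 dat (reached with the ratio of means without tree 4 or leaving out tree 4), and 0.79 here and 0.64 in the paper at 6 dat (reached with array weights, isoforms summed, leaving out the treated library of tree 4, or leaving out the control library of tree 6). *MYB108* had a log2 FC of 2.38 here and 2.8 in the paper at 1 dat (reached with rescaling by median ratios, a pseudocount of 0.1 FPKM, the ratio of means, the ratio of means without tree 4 or 6, leaving out tree 4 or 6, leaving out the treated library of tree 5, or leaving out the control library of tree 4 or 6). *CYP94C1* had a log2 FC of 1.05 here and 1.84 in the paper at 3 dat (reached with the ratio of means), and 1.20 here and 1.33 in the paper at 6 dat (reached with array weights, a pseudocount of 0.1 FPKM, leaving out the treated library of tree 4, or leaving out the control library of tree 5). *YUC10* had a log2 FC of -2.20 here and -3 in the paper at 6 dat (reached with a pseudocount of 0.1 FPKM, the ratio of means, or leaving out the control library of tree 4). *NIT4A* had a log2 FC of 1.53 here and 1.6 in the paper at 1 dat (reached with rescaling by median ratios or leaving out the treated library of tree 5), and 0.43 here and 0.27 in the paper at 6 dat (reached by none of the alternatives). *MDL1* had a log2 FC of 3.69 here and 4.2 in the paper at 1 dat (reached with rescaling by median ratios, a pseudocount of 0.1 FPKM, the ratio of means, the ratio of means without tree 4 or 5, leaving out tree 4 or 5, leaving out the treated library of tree 4, or leaving out the control library of tree 5). *CAS* had a log2 FC of 3.40 here and 3.6 in the paper at 1 dat (reached by none of the alternatives). *ACO* had a log2 FC of 5.52 here and 7.2 in the paper at 1 dat (reached with the ratio of means or the ratio of means without tree 4 or 6). *ACS* had a log2 FC of 2.65 here and 5.8 in the paper at 1 dat (reached with the ratio of means or the ratio of means without tree 4), and 2.52 here and 3.91 in the paper at 3 dat (reached with a pseudocount of 0.1 FPKM or the ratio of means).

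*SAMS 3* had a log2 FC of 2.69 here and 2.9 in the paper at 1 dat (reached by none of the alternatives). *BGD* had a log2 FC of 3.07 here and 5.3 in the paper at 1 dat (reached with the ratio of means without tree 4), and 2.01 here and 2.83 in the paper at 3 dat (reached with a pseudocount of 0.1 FPKM or the ratio of means). *UGT85A19* had a log2 FC of 1.40 here and 1.8 in the paper at 1 dat (reached with rescaling by median ratios, a pseudocount of 0.1 FPKM, the ratio of means, the ratio of means without tree 4, 5 or 6, leaving out tree 5, leaving out the treated library of tree 5, or leaving out the control library of tree 6), and 2.60 here and 3.09 in the paper at 3 dat (reached with a pseudocount of 0.1 FPKM or the ratio of means). *CYP71AN24* had a log2 FC of 1.27 here and 4.1 in the paper at 1 dat (reached with the ratio of means without tree 4), and 1.07 here and 1.86 in the paper at 3 dat (reached with a pseudocount of 0.1 FPKM, the ratio of means, or leaving out the treated library of tree 6). *GRX* had a log2 FC of 2.67 here and 2.9 in the paper at 1 dat (reached with rescaling by median ratios, the ratio of means without tree 4, leaving out tree 4, leaving out the treated library of tree 4, or leaving out the control library of tree 4 or 6), and 0.94 here and 0.79 in the paper at 6 dat (reached with array weights or leaving out the treated library of tree 4). *IPT3* had a log2 FC of 1.84 here and 2.32 in the paper at 1 dat (reached with a pseudocount of 0.1 FPKM, the ratio of means, the ratio of means without tree 4, 5 or 6, leaving out tree 6, or leaving out the treated library of tree 6), and -1.15 here and -1.83 in the paper at 6 dat (reached by none of the alternatives). *LOG5* had a log2 FC of 1.01 here and 1.5 in the paper at 1 dat (reached with rescaling by median ratios, a pseudocount of 0.1 FPKM, the ratio of means, the ratio of means without tree 4 or 5, leaving out tree 4, or leaving out the treated library of tree 4). *1,3BG* had a log2 FC of 2.94 here and 6 in the paper at 1 dat (reached by none of the alternatives), and 1.97 here and 3.54 in the paper at 3 dat (reached by none of the alternatives). *EXPA11* had a log2 FC of 1.93 here and 2.3 in the paper at 3 dat (reached with a pseudocount of 0.1 FPKM, the ratio of means, leaving out the treated library of tree 4, or leaving out the control library of tree 5). *EXLB1* had a log2 FC of 4.82 here and 7 in the paper at 1 dat (reached with the ratio of means or the ratio of means without tree 4, 5 or 6), and 2.41 here and 3.91 in the paper at 3 dat (reached with a pseudocount of 0.1 FPKM or the ratio of means), and 2.17 here and 3.19 in the paper at 6 dat (reached with a pseudocount of 0.1 FPKM, the ratio of means, leaving out the treated library of tree 6, or leaving out the control library of tree 5). *CKX5* had a log2 FC of -1.40 here and -1.8 in the paper at 1 dat (reached with a pseudocount of 0.1 FPKM, the ratio of means, the ratio of means without tree 4, 5 or 6, leaving out tree 4, leaving out the treated library of tree 4, or leaving out the control library of tree 4).

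Transcripts called with limma at the paper’s thresholds numbered 2430 at 1 dat, 1904 at 3 dat and 870 at 6 dat, against 6042, 6280, and 6376 in the paper, and of the alternatives only no fold change threshold at 1 dat (4603) came within 1.5 times. There were 761 transcripts called at exactly 2 days against 2171 in the paper, 214 transcripts called at all 3 days against 594, and 975 transcripts called at 2 or 3 days against 2765, and no alternative reached these. There were 630 transcripts in k-means cluster 1 against 1569 in the paper, 148 transcripts in k-means cluster 2 against 540, and 197 transcripts in k-means cluster 3 against 565, with clusters matched by their profile, and no alternative with a k of 3 and standardized values reached these. Without standardizing, 1 cluster held 566 transcripts, but its mean log2 FC was lowest at 6 dat (1.79, 1.83, and 1.26), not at 1 dat as in cluster 3, and with a k of 4 the clusters of the 3 profiles held 434, 130, and 176. The transcripts correlated with all CAS isoforms were 118 against 406 in the paper, within 1.5 times over the 9 treated libraries (506).

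Of 29 values of r in Table 5 that could be compared, 14 differed, taken here over 9 log2 ratios. For *CAS* isoform 1, r was 0.725 here and 0.87 in the paper with *BGD* (reached with log2 levels of the 21 libraries, FPKM of the 21 libraries, a pseudocount of 1 FPKM, or leaving out tree 4 at 1 dat), 0.812 here and 0.98 in the paper with *OPR2* (reached with log2 levels of the 21 libraries, FPKM of the 21 libraries, log2 levels of the 9 treated libraries, or a pseudocount of 1 FPKM), and 0.943 here and 0.98 in the paper with *1,3BG* (reached with FPKM of the 21 libraries). For *CAS* isoform 2, r was 0.845 here and 0.93 in the paper with *BGD* (reached with log2 levels of the 21 libraries, FPKM of the 21 libraries, log2 levels of the 9 treated libraries, a pseudocount of 1 FPKM, or leaving out tree 6 at 1 dat), 0.859 here and 0.97 in the paper with *NIT4A* (reached with log2 levels of the 21 libraries, FPKM of the 21 libraries, log2 levels of the 9 treated libraries, or a pseudocount of 1 FPKM), 0.839 here and 0.97 in the paper with *GRX* (reached with FPKM of the 21 libraries, log2 levels of the 9 treated libraries, or a pseudocount of 1 FPKM), 0.397 here and 0.87 in the paper with *GST23* (reached with log2 levels of the 21 libraries or FPKM of the 21 libraries), 0.521 here and 0.99 in the paper with *OPR2* (reached with log2 levels of the 21 libraries, FPKM of the 21 libraries, or log2 levels of the 9 treated libraries), and 0.774 here and 0.96 in the paper with *1,3BG* (reached with log2 levels of the 21 libraries, FPKM of the 21 libraries, log2 levels of the 9 treated libraries, or a pseudocount of 1 FPKM). For *CAS* isoform 3, r was 0.914 here and 0.83 in the paper with *EXLB1* (reached with log2 levels of the 21 libraries, a pseudocount of 0.1 FPKM, or leaving out tree 6 at 1 dat). For *CAS* isoform 4, r was 0.952 here and 0.87 in the paper with *BGD* (reached with FPKM of the 21 libraries or log2 levels of the 9 treated libraries), 0.85 here and 0.93 in the paper with *NIT4A* (reached with FPKM of the 21 libraries, log2 levels of the 9 treated libraries, or a pseudocount of 1 FPKM), 0.763 here and 0.92 in the paper with *EXLB1* (reached with FPKM of the 21 libraries, log2 levels of the 9 treated libraries, or a pseudocount of 1 FPKM), and 0.703 here and 0.97 in the paper with *OPR2* (reached with FPKM of the 21 libraries, log2 levels of the 9 treated libraries, or a pseudocount of 1 FPKM). Over FPKM of the 21 libraries, 27 of 32 relations had an r above 0.8 and 8 of 8 transcripts reached this with at least 3 isoforms, as the paper states, against 17 and 2 over the log2 ratios.

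The paper states that the number of lower transcripts grew over time and shows more lower than higher ones at 6 dat, while here more were higher than lower at each day, with a small excess at 6 dat (1550 and 1511) with all 21 libraries in 1 fit. The lower ones rose from 237 in trees 5 and 6, or 624 in the 3 trees, at 1 dat to 666 at 3 dat, as in the paper, and were 306 at 6 dat, beside 564 higher. The 237 rest on 2 libraries per group, with which fewer changes are called, and from the 3 trees the lower ones fell by 3 dat with a pseudocount of 0.1 FPKM (579 to 570), with no fold change threshold (1715 to 1052), without a filter (407, and 1 call, a higher one, at 3 dat) and without any 1 library of 3 dat (65 to 536). It describes a return of *CAS* to basal levels after 1 dat, whereas *CAS* was called higher at 3 and 6 dat here, with a smaller log2 FC than at 1 dat. Up-regulation of *LOG5*, *CYP71AN24*, *AOC* and *AHK4*, which the paper reports, did not pass at any of the 3 days, though it did for *LOG5* at 1 dat with a minimum mean of 1 FPKM or rescaling, for *CYP71AN24* at 1 dat with isoforms summed or all 21 libraries in 1 fit and at 6 dat with the latter, for *AOC* at 3 dat with isoforms summed, the tree as a block, all 21 libraries in 1 fit or leaving out the control library of tree 5, and for *AHK4* X2 at 3 dat with a pseudocount of 0.1 FPKM or no fold change threshold. *CYP71AN24* was also called higher in the average of the days, and the other isoform of its assembled gene was called higher at 1 dat. For *CAT1* the paper reports a decrease, called here only in the average of the days and on no single day under any alternative. The text of the paper prints the change of *YUC10* at 6 dat without a sign in a sentence on down-regulation, and Data Sheet 4 gives it as negative. Values of *1,3BG* differ within the paper, between its text and its tables. The text’s order of *EXPA1* and *EXPA11* in Figure 6A is the other way round than in Data Sheet 4, and the values of the text were compared here. In the order of Data Sheet 4 the paper’s 2.3 at 3 dat stands beside 2.29 here (*EXPA1*) and its 2 beside 1.93 (*EXPA11*), so that this difference closes.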

Other observations

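Of the patterns weighed at the end of this part, the tests on the tree 4 libraries and on the scaling behind the direction at 6 dat were chosen only after the result was seen. An early light-induced protein (TR27034|c4_g2_i2) stood at 1513 ± 179 FPKM at day 0, 4.01 ± 1.84 with water and 5.15 ± 2.13 with hydrogen cyanamide at 6 dat (log2 FC -8.46 and -8.12, adjusted p = 9.04e-06 and 6.07e-06) (SD, n = 3). A cold-regulated protein (TR34290|c0_g1_i1) stood at 2181 ± 322 FPKM at day 0, 13.4 ± 0.976 with water and 7.87 ± 2.72 with hydrogen cyanamide at 6 dat (log2 FC -7.28 and -8.07, adjusted p = 1.02e-06 and 4.89e-06), and cold shock protein CS120 (TR25329|c1_g1_i2) fell from 944 ± 94.6 FPKM to 5.68 ± 0.785 with water and 4.20 ± 0.320 with hydrogen cyanamide. Another CS120 transcript (TR26333|c2_g1_i2) went from 545 ± 125 to 114 ± 22.8 and 11.2 ± 5.65 FPKM (log2 FC -2.25 and -5.63). RD22, of the dehydration response, and CNGC1 (TR12630|c11_g1_i1), an ion channel, were higher than at day 0 by log2 FC of 6.53 and 6.36 with water and 7.62 and 8.41 with hydrogen cyanamide. The median log2 FC of all transcripts against day 0 lay between 0.056 and 0.183, to which these changes are relative. The time of day differed between day 0 and the later days. The branches of the later days had also been kept in a warm, constantly lit chamber, so the source of these changes cannot be told apart.

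Lists that belong to no statement of the paper were chosen by the study on these samples, so their counts are not independent evidence. Of the phenylpropanoid and flavonoid enzymes, 27 of 67 rose and 0 fell (52 and 2 adjusted over the list alone) at 1 dat in trees 5 and 6, 42 of 65 rose and 2 fell (53 and 2 adjusted over the list alone) over the 3 trees, 13 of 61 rose and 3 fell (30 and 3 adjusted over the list alone) at 3 dat, and 14 of 59 rose and 0 fell (27 and 4 adjusted over the list alone) at 6 dat, among them *PAL1* (TR11303|c2_g1_i1), the entry enzyme of the pathway, with log2 FC of 1.55 and 1.55 at 1 dat. For the ERF, WRKY and NAC factors, 14 of 43 rose and 2 fell (30 and 4 adjusted over the list alone) at 1 dat in trees 5 and 6, 25 of 43 rose and 3 fell (31 and 3 adjusted over the list alone) over the 3 trees, 12 of 42 rose and 1 fell (22 and 3 adjusted over the list alone) at 3 dat, and 7 of 43 rose and 2 fell (9 and 3 adjusted over the list alone) at 6 dat, where *ABR1* (TR41089|c0_g1_i1) had 2.36 and 2.23 at 1 dat and ERF027 (TR9281|c0_g1_i3) -2.75 at 6 dat, the last not called without the treated library of tree 4 or 5 or the control library of tree 4, 5 or 6 (adjusted p up to 0.0915) or with the tree as a block (adjusted p = 0.0606). In the MADS-box and flowering genes, 1 of 12 rose and 0 fell (2 and 3 adjusted over the list alone) at 1 dat in trees 5 and 6, 1 of 13 rose and 2 fell (1 and 3 adjusted over the list alone) over the 3 trees, 1 of 14 rose and 6 fell (2 and 7 adjusted over the list alone) at 3 dat, and 0 of 13 rose and 2 fell (1 and 5 adjusted over the list alone) at 6 dat, where the transcript matching *FLOWERING LOCUS C* (TR13248|c2_g1_i1), a repressor of flowering, had -1.07 at 3 dat, not called without the treated library of tree 5 or the control library of tree 4 or 6 (adjusted p up to 0.0638), and -1.36 at 6 dat. Among gibberellin genes, 2 of 18 rose and 4 fell (8 and 8 adjusted over the list alone) at 1 dat in trees 5 and 6, 7 of 18 rose and 5 fell (9 and 7 adjusted over the list alone) over the 3 trees, 3 of 18 rose and 4 fell (7 and 7 adjusted over the list alone) at 3 dat, and 0 of 17 rose and 5 fell (3 and 7 adjusted over the list alone) at 6 dat. Of the sulfate assimilation genes, 5 of 17 rose and 0 fell (13 rose adjusted over the list alone) at 1 dat in trees 5 and 6, 11 of 17 rose and 0 fell (11 rose adjusted over the list alone) over the 3 trees, 9 of 19 rose and 0 fell (15 rose adjusted over the list alone) at 3 dat, and 1 of 18 rose and 0 fell (2 rose adjusted over the list alone) at 6 dat, serine acetyltransferase with log2 FC of 2.74 and 2.81 at 1 dat. Heat shock proteins went both ways, 3 of 15 rose and 0 fell (5 rose adjusted over the list alone) at 1 dat in trees 5 and 6, 4 of 15 rose and 0 fell (4 rose adjusted over the list alone) over the 3 trees, 1 of 17 rose and 4 fell (4 and 6 adjusted over the list alone) at 3 dat, and 0 of 16 rose and 2 fell (1 and 11 adjusted over the list alone) at 6 dat, where HSP70-8 had -2.25 at 6 dat, not called without the treated library of tree 4, 5 or 6 or the control library of tree 4 or 5 (adjusted p up to 0.160). For hypoxia-associated genes, 3 of 7 rose and 0 fell (4 rose adjusted over the list alone) at 1 dat in trees 5 and 6, 3 of 6 rose and 0 fell (3 rose adjusted over the list alone) over the 3 trees, 2 of 7 rose and 1 fell (2 and 2 adjusted over the list alone) at 3 dat, and 0 of 7 rose and 0 fell (0 rose adjusted over the list alone) at 6 dat. In cell cycle genes, 2 of 7 rose and 0 fell (2 rose adjusted over the list alone) at 1 dat in trees 5 and 6, 2 of 7 rose and 0 fell (2 rose adjusted over the list alone) over the 3 trees, 0 of 10 rose and 1 fell (3 and 2 adjusted over the list alone) at 3 dat, and 0 of 9 rose and 0 fell (0 and 1 adjusted over the list alone) at 6 dat. For cytosolic ribosomal proteins, 1 of 16 rose and 0 fell (2 rose adjusted over the list alone) at 1 dat in trees 5 and 6, 1 of 17 rose and 0 fell (0 rose adjusted over the list alone) over the 3 trees, 0 of 15 rose and 0 fell (0 rose adjusted over the list alone) at 3 dat, and 0 of 13 rose and 0 fell (0 rose adjusted over the list alone) at 6 dat. Of the anther and pollen markers, 1 of 2 rose and 0 fell (2 rose adjusted over the list alone) at 1 dat in trees 5 and 6, 0 of 3 rose and 0 fell (0 rose adjusted over the list alone) over the 3 trees, 4 of 7 rose and 0 fell (4 rose adjusted over the list alone) at 3 dat, and 0 of 6 rose and 0 fell (0 rose adjusted over the list alone) at 6 dat. Of the green tissue markers, 1 of 1 rose and 0 fell (1 rose adjusted over the list alone) at 1 dat in trees 5 and 6, 1 of 1 rose and 0 fell (1 rose adjusted over the list alone) over the 3 trees, 1 of 1 rose and 0 fell (1 rose adjusted over the list alone) at 3 dat, and 0 of 2 rose and 0 fell (0 and 1 adjusted over the list alone) at 6 dat. *CYP707A4* (TR34963|c1_g1_i3), for an enzyme that degrades abscisic acid, had log2 FC of 1.80 in trees 5 and 6 and 1.50 in the 3 trees at 1 dat (adjusted p = 0.145 and 0.0470), the latter not called without the treated library of tree 4, 5 or 6 or the control library of tree 4 or 6 (adjusted p up to 0.148) or with the tree as a block (adjusted p = 0.0582). At 3 dat it was called (log2 FC 2.52, adjusted p = 0.00781), also without each library and with the tree as a block (adjusted p = 0.0133) but not without a filter, where only 1 transcript was called at that day. Its log2 FC of 0.92 at 6 dat did not pass (adjusted p = 0.0866).

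Other splits of the same libraries show what chance gives. Splits of 3 against 3 number only 10, too few for a share under 0.05. In each of these comparisons only the real split reached the real count, and the highest other count was 1 at 1 dat (against 2430), 1 at 3 dat (1904), 0 at 6 dat (870), and 0 or 1 in the 6 comparisons with day 0. Among 100 relabellings within the days, only the real labels reached the averaged count of 3138 (highest other 72), so that chance is excluded for this count. Only they also reached the 975 transcripts called at 2 or 3 days (730). Any other split leaves a day almost without calls, so this cannot decide whether the sharing of calls between days is more than chance. The calls over the lists, 355 higher and 18 lower at 1 dat, 206 and 26 at 3 dat, and 82 and 17 at 6 dat (highest other total 605), and the 30 over other isoforms (27) concern genes that the study picked on these samples, so that the relabellings exclude nothing for them.

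Hydrogen cyanamide may bring forward the change that control buds pass later. Across 63330 transcripts, which are not independent replicates, the change with treatment at 3 dat correlated with that of control buds from day 0 to 6 dat at r = 0.184, above the 0.156 of the highest other split, and at 0.145, 0.098, and 0.159 in trees 4, 5 and 6. At 1 dat the same r was 0.054, under the highest other split (0.093), and 0.041, 0.045, and 0.033 in trees 4, 5 and 6, of one sign but small. An advance at that day was thus not seen beyond what other splits give, and so few splits cannot exclude a small one. At 6 dat r with the change from day 0 to 3 dat was -0.116, which decides nothing, since control buds make that change before the day compared and an advance predicts no sign of r there. After rescaling by median ratios r was 0.054, 0.183 (highest other 0.157), and -0.114, a move too small to tell the scaling of the libraries from an advance at 3 dat. That advance stays open as a hypothesis, with a small r. The change of control buds from day 0 also holds the other time of day and the move of the branches into the warm, constantly lit chamber.

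Tree 4 enters the means of Data Sheets 1 and 2 at 1 dat exchanged between hydrogen cyanamide and control: 100% of the 7944 held means equalled, within 0.1%, the mean over the exchanged libraries. An exchange of the labels in the table of FPKM is argued against, as 94.7% of the transcripts called in trees 5 and 6 alone (1190 of 1257) moved the same way in tree 4 as labelled. The means may therefore have been taken over exchanged libraries, while most of the published log2 FC match trees 5 and 6. No biological explanation was tested.

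At 6 dat more transcripts were called higher than lower (564 and 306), the other way round than in the paper, with 748 and 508 under array weights and a small excess (1550 and 1511) with all 21 libraries in 1 fit. Scaling of the libraries is argued against, since the median log2 FC of the tested transcripts was under 0 (-0.071), and 63.6% of the calls were higher after rescaling by median ratios (median -0.089). Among transcripts under the minimum level of 0.5 FPKM with at least 2-fold different means, 62.9% were lower with hydrogen cyanamide (19356 against 11415 higher), so that transcripts of low level left out here may add to the paper’s lower ones. Without a filter few were called at 6 dat, 22 higher and 11 lower, so that among the calls here the direction did not turn. The treated libraries of 6 dat also list more transcripts at 0 (10.95 to 12.77% against 8.5 to 9.06% in control libraries) and fewer at 1 FPKM or above (41986 to 44594 against 45467 to 47335), so that a difference in depth, which FPKM do not give, stays open. Among tested transcripts with at least 2-fold different means, 59.3% were lower (9012 against 6180), and whether the replicate test or the fold change threshold makes the difference cannot be told apart from these numbers, while a biological effect of the treatment was not tested.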
